# GBM heterogeneity as a function of variable epidermal growth factor receptor variant III activity

**DOI:** 10.18632/oncotarget.12600

**Published:** 2016-10-12

**Authors:** Olle R. Lindberg, Andrew McKinney, Jane R. Engler, Gayane Koshkakaryan, Henry Gong, Aaron E. Robinson, Andrew J. Ewald, Emmanuelle Huillard, C. David James, Annette M. Molinaro, Joseph T. Shieh, Joanna J. Phillips

**Keywords:** RTK activity, extracellular matrix, tumor heterogeneity, vessel co-option, invasion

## Abstract

Abnormal activation of the epidermal growth factor receptor (EGFR) due to a deletion of exons 2-7 of EGFR (EGFRvIII) is a common alteration in glioblastoma (GBM). While this alteration can drive gliomagenesis, tumors harboring EGFRvIII are heterogeneous. To investigate the role for EGFRvIII activation in tumor phenotype we used a neural progenitor cell-based murine model of GBM driven by EGFR signaling and generated tumor progenitor cells with high and low EGFRvIII activation, pEGFR^Hi^ and pEGFR^Lo^. *In vivo*, *ex vivo*, and *in vitro* studies suggested a direct association between EGFRvIII activity and increased tumor cell proliferation, decreased tumor cell adhesion to the extracellular matrix, and altered progenitor cell phenotype. Time-lapse confocal imaging of tumor cells in brain slice cultures demonstrated blood vessel co-option by tumor cells and highlighted differences in invasive pattern. Inhibition of EGFR signaling in pEGFR^Hi^ promoted cell differentiation and increased cell-matrix adhesion. Conversely, increased EGFRvIII activation in pEGFR^Lo^ reduced cell-matrix adhesion. Our study using a murine model for GBM driven by a single genetic driver, suggests differences in EGFR activation contribute to tumor heterogeneity and aggressiveness.

## INTRODUCTION

Glioblastoma (GBM) is the most common primary malignant brain tumor in adults and is characterized by intertumoral and intratumoral heterogeneity [1–4], including differences in genomic and epigenomic alterations [5, 6], invasive phenotype [7], and RTK signaling pathway activity [8]. Although gene expression analysis of bulk tumor tissue suggests tumors can be divided into discrete transcriptionally-defined subgroups [6, 9], the analysis of multiple samples from the same tumor frequently reveals striking intratumoral diversity in gene copy number, mutations, and stem cell signature [2–4, 10]. GBM heterogeneity endows this cancer with an ability to adapt to and evade the anti-tumor effects of nearly any therapy. Thus, despite the development and application of targeted therapeutics based on an improved understanding of GBM molecular characteristics [11–15], tumor heterogeneity continues to confound efforts for improving GBM treatment outcomes.

The most common RTK alteration in GBM is of the epidermal growth factor receptor (EGFR) and altered EGFR signaling is considered a driver of malignant characteristics in up to 45% of tumors. EGFR is frequently amplified in GBM [11] and approximately 20-30% of amplified tumors express a constitutively active variant of EGFR, EGFRvIII or EGFR*, which contains a deletion of exons 2-7 [11, 16–20]. Several cancers are driven by altered EGFR signaling, yet associations between total receptor levels, activation levels, and clinical outcome have been mixed [21–23]. In GBM, increased expression of EGFR or EGFRvIII are also not clearly associated with decreased overall survival [18, 24–27] and a link between EGFR activation and outcome in GBM is yet to be determined.

EGFR signaling is important to the normal biology of neural stem cells (NSCs), and promotes the transition from a quiescent to an activated state [28]. In the murine postnatal brain, EGFR expression in NSCs is reduced upon neuronal lineage commitment. Aberrant activation of EGFR in neural and glial progenitor cells, either via genetic manipulations or by treatment with exogenous ligand, induces aberrant proliferation of cells with glial features, and can lead to the formation of tumor-like lesions [29–32].

The constitutive activation of EGFR conferred by EGFRvIII results in altered signaling relative to ligand-mediated activation of the full-length receptor with respect to activated downstream pathways, intracellular signaling molecules, and epigenetic regulators [33–35]. Complex cross-talk between signaling pathways in human GBM and GBM cell lines can complicate the investigation of activation of a single RTK. Using an immune competent murine model for glioma, based on the genetic manipulation of neural progenitor cells and driven by EGFRvIII, we identify the activity level of EGFRvIII as a determinant of tumor cell aggressiveness.

## RESULTS

### Generating tumor progenitor cells with differences in EGFRvIII activation

To generate tumor progenitor cell lines exhibiting divergent EGFRvIII activation, we used a model for high grade astrocytoma developed in mice [36]. In this model neural progenitor cells (NPCs) are isolated from the subventricular zone of Ink4a/Arf null mice and transduced with the human EGFRvIII. This and similar models making use of neural stem cells and EGFRvIII overexpression are known to produce tumors heterogeneous in growth and survival [37, 38]. Lysates from EGFRvIII-transduced cells derived from the same pool of parental NPCs revealed two lines with divergent EGFRvIII activity as determined by Western blotting, denoted line A and line B (Figure 1A). While both cell lines had increased EGFR activity relative to parental NPCs, only line A with high EGFRvIII activity had a decrease in expression of the full-length endogenous EGFRwt. To generate tumor progenitor cells, the two EGFRvIII-transduced lines were transplanted intracranially into syngeneic mice and the resulting tumors were propagated as tumorspheres in minimal essential media *in vitro* as pEGFR^Hi^ and pEGFR^Lo^, respectively (Figure 1A).

**Figure 1:**
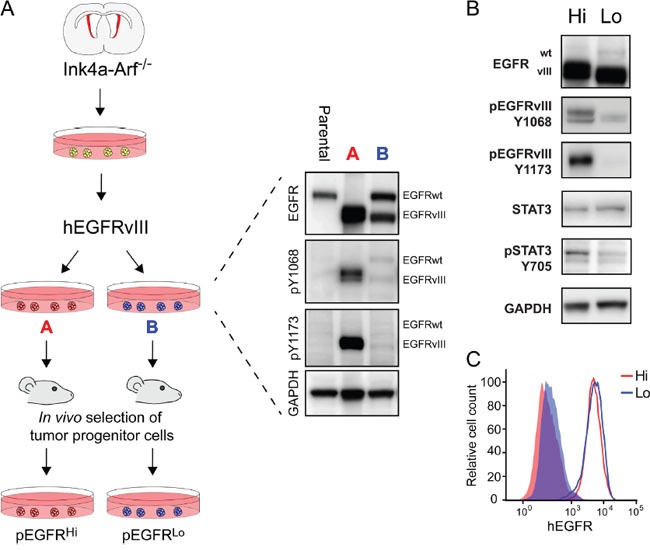
Generation of murine tumor cells with divergent EGFRvIII activity **A.** Paradigm for generating murine tumor progenitor cells with divergent EGFR activation from Ink4a/Arf-null neural progenitor cells and EGFRvIII transduction. After transduction, EGFRvIII-transduced cells were assayed for EGFR expression and activity level using western blot and were subsequently passaged through syngeneic mice as intracranial tumors to create the pEGFR^Hi^ and pEGFR^Lo^ lines. **B.** Western blot analysis of pEGFR^Hi^ (Hi) and pEGFR^Lo^ (Lo) demonstrating differences in EGFRvIII phosphorylation at pY1068 and pY1173 and Stat3 phosphorylation at pY705. **C.** Analysis of EGFRvIII surface levels on pEGFR^Hi^ (Hi) and pEGFR^Lo^ (Lo) cells using flow cytometry. Solid histograms represent negative controls. Data representative of triplicate experiments.

Following *in vivo* passage and selection of tumor progenitor cells, the relative differences in EGFR activity were preserved. pEGFR^Hi^ had increased abundance of phosphorylated EGFRvIII, as evidenced at Y1173 and Y1068 tyrosine residues compared to pEGFR^Lo^ (6.5- and 2.86-fold p-EGFR/total, respectively; p<0.005, n=4). Differences in EGFRvIII activation were not due to differences in total expression of EGFRvIII or differences in cell surface expression of EGFRvIII (Figure 1B and 1C). pEGFR^Hi^ also had increased STAT3 activation (6.89-fold; p>0.001, n=4), based on Y705 tyrosine residue phosphorylation (Figure 1B).

### EGFRvIII activity associated with more aggressive tumors and gene expression signature

Orthotopic transplants of pEGFR^Hi^ and pEGFR^Lo^ revealed significant differences in tumor growth *in vivo*. While both groups developed signs of tumor by 42 days post transplant, the median survival of mice harboring pEGFR^Hi^ cells was 21 days versus 31 days for pEGFR^Lo^ cells (p<0.0001, n=6) (Figure 2A). The more aggressive pEGFR^Hi^ resulted in greater tumor burden than pEGFR^Lo^ even at comparable median survival time points. Enumeration of ZsGreen tagged tumor cells by fluorescence-activated cell sorting (FACS), revealed an 8.7-fold increase in pEGFR^Hi^ versus pEGFR^Lo^ tumor cells at respective median survival time points (p=0.001, n=6) (Figure 2B) and increased tumor area (p<0.05) (Figure 2C).

**Figure 2:**
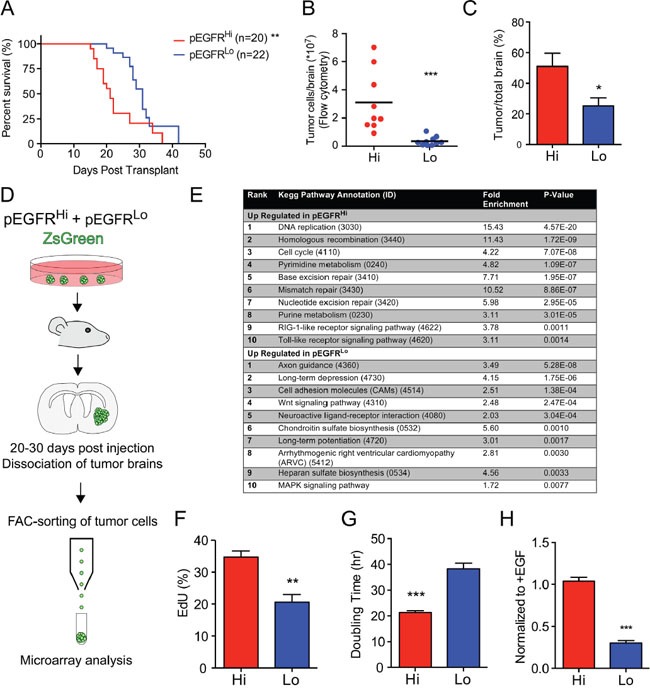
EGFRvIII activity associated with more aggressive tumors and gene expression signature **A.** Kaplan-Meier survival curve comparing survival of mice transplanted with pEGFR^Hi^ and pEGFR^Lo^ tumor cells. Log-rank test median survival 21 versus 31 days, respectively (p<0.0001) **B.** Total number of ZsGreen-tagged tumor cells per brain enumerated by fluorescence-activated cell sorting (FACS). **C.** Area of brain involved by tumor as a percentage of total brain area per section with the greatest tumor. **D.** Schematic of isolation of tumor cells by FACS for microarray analysis. **E.** Enrichment of KEGG pathway processes in pEGFR^Hi^ versus pEGFR^Lo^ tumors based on *in vivo* microarray analysis of gene expression in sorted cells. **F.** *In vitro* EdU incorporation in pEGFR^Hi^ and pEGFR^Lo^ following a 2-hour pulse. **G.** *In vitro* doubling time of pEGFR^Hi^ (Hi) and pEGFR^Lo^ (Lo) cells. **H.** Growth of pEGFR^Hi^ (Hi) and pEGFR^Lo^ (Lo) cells in the absence of added EGF ligand relative to growth in EGF-supplemented controls. p<0.05 = *, p<0.01 = **, p<0.001 = ***. Error bars are displayed as standard error of mean (SEM). (C) n=4.; (F and H) n=3; (G) pEGFR^Hi^ n=54, pEGFR^Lo^ n=37.

To investigate *in vivo* gene expression differences associated with increased EGFRvIII activity, fluorescently-tagged tumor cells were isolated by FACS from tumors and differential gene expression was determined by microarray analysis at median survival ±1 day (Figure 2D). 

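RNA was measured in ZsGreen-tagged tumor cells from the brains of 12 FVB mice, 6 with pEGFR Hi tumors and 6 with pEGFR Lo tumors, with 1 array per mouse. Brains were taken within 1 day of the median survival of each group, 21 days for pEGFR Hi and 31 days for pEGFR Lo. The tumor line and the time since injection therefore differ together. Each group came from 1 tumor line, so the p-values reflect spread among mice and not among lines. Before sorting, myelin and red blood cells had been removed on a Percoll gradient, and dead cells were excluded with DAPI. The authors hybridized the RNA to Affymetrix Mouse Gene 1.0 ST arrays, which measure a gene with a set of probes along its exons. They deposited log2 values after RMA, which subtracts background, gives every array the same distribution of values and summarizes the probes of each probe set, so a change in the total RNA of a cell cannot be seen in them. The array medians lay between 4.81 and 4.88. For each gene the brightest probe set paired with that gene symbol alone was used, which left 19938 genes. The groups were compared with limma on the log2 scale, and a gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.01 and a difference of at least 2-fold, the limits the paper used with SAM. Of 1027 olfactory receptor genes, which stand in here for genes these cells do not use, 95% had a mean below 4.10, and this level was taken as background. Where the mean of the lower group was not above background, a fold is given against the background level, as at least that fold. Such a bound is for group means, and single mice of the lower group can lie above background. Gene lists were written from textbook knowledge before the data were examined, so the lists named after KEGG pathways do not hold the exact KEGG members. Each list was tested for an excess of called genes with a one-sided Fisher's exact test against all genes tested, and with limma's camera at a preset inter-gene correlation of 0.01, with p adjusted over the 96 tests of 48 lists in 2 directions.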

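Between the sorted tumor cells, 795 genes were higher in pEGFR Hi and 1009 were higher in pEGFR Lo at these limits. Fbln2, which encodes the matrix protein fibulin 2, had the largest difference toward pEGFR Hi, at a log2 value of 10.50 ± 0.17 against 5.29 ± 0.20 in pEGFR Lo (SD, n = 6 mice each), a 36.9-fold difference (adjusted p = 5.65e-14 from limma). Gli3, a transcription factor of hedgehog signaling, was at least 28.9-fold higher in pEGFR Hi, A2m, a protease inhibitor, was 25.4-fold higher, and Gjc1, a gap junction protein, was 19.2-fold higher. Col6a5, a collagen VI chain, was at least 16.2-fold higher, Serpinh1, a collagen chaperone, was 14.9-fold higher, and Tenm3, a teneurin of neuronal wiring, was 14.2-fold higher. The largest difference toward pEGFR Lo was in Scrg1, at 10.68 ± 0.21 in pEGFR Lo against 4.08 ± 0.91 in pEGFR Hi. By group means Scrg1 was at least 95.6-fold higher in pEGFR Lo (adjusted p = 1.71e-10 from limma). In pEGFR Hi replicates 3 and 5 it lay above background, at 5.08 and 5.32, so this bound does not hold for each mouse. Pcdh11x, a protocadherin, was at least 26.1-fold higher in pEGFR Lo, Lhfpl3 was 44.8-fold higher, and Gng3, a neuronal G protein subunit, was 38.9-fold higher. Rab3c, a GTPase of synaptic vesicles, was at least 17-fold higher, Cd93, a receptor best known from endothelial cells, was 35-fold higher, and Serpina3n, a protease inhibitor of reactive astrocytes, was 40.7-fold higher. Correlations over all genes were 0.991 to 0.994 within pEGFR Hi, 0.985 to 0.993 within pEGFR Lo and 0.944 to 0.959 between the groups. Of 22 genes of the response to cell dissociation and of the immediate-early response, 8 were higher in pEGFR Hi and 1 was higher in pEGFR Lo (8 and 1 when adjusted over the list alone, and adjusted p = 9.50e-06 from Fisher's exact test). The camera test of this list gave an adjusted p = 5.75e-04 at the preset and 0.228 with an estimated correlation. Among them, Fosb was 4.98-fold and Nr4a1 3.73-fold higher in pEGFR Hi, while Hsph1, a heat shock protein, was 2.21-fold higher in pEGFR Lo.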

KEGG pathway annotation of differentially expressed genes identified enrichment of processes related to proliferation and DNA repair in pEGFR^Hi^ tumors. Conversely, processes associated with cell-matrix interactions and the glycocalyx were enriched in pEGFR^Lo^ tumor cells, including ‘cell adhesion molecules’, ‘chondroitin sulfate biosynthesis’, and ‘heparan sulfate biosynthesis’. In addition, processes associated with a wider range of differentiation phenotypes, such as ‘axon guidance’ and ‘long-term potentiation’, were also enriched in pEGFR^Lo^ (Figure 2E).

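More genes of DNA replication and of 4 repair pathways were called higher in pEGFR Hi than in pEGFR Lo tumor cells. Of 35 genes of DNA replication, 21 were higher in pEGFR Hi and 14 did not pass the test (21 higher when adjusted over the list alone). No member of the 5 lists was called lower with limma or SAM, and at an unadjusted p under 0.05 the numbers lower were 1 of DNA replication, 1 of homologous recombination, 2 of base excision, 1 of mismatch and 6 of nucleotide excision repair. Prim1, a subunit of the primase that starts each new strand, was 3.21-fold higher in pEGFR Hi (9.40 ± 0.092 against 7.72 ± 0.070, SD, n = 6 mice each; adjusted p = 4.41e-11 from limma). The subunits Mcm3, Mcm4 and Mcm6 of the replicative helicase were 2.97-fold, 2.58-fold and 2.64-fold higher. Of 29 genes of homologous recombination, which repairs double-strand breaks from an intact copy, 15 were higher, among them Brca1 (3.73-fold, adjusted p = 4.54e-11 from limma), Brip1 (3.57-fold), Rad54b (3.17-fold) and Rad54l (2.6-fold). Base excision repair had 12 of 31 members higher, with the glycosylase Mpg at 2.56-fold, mismatch repair had 9 of 20, with the exonuclease Exo1 at 2.9-fold, and nucleotide excision repair had 10 of 41. Adjusted over each list alone, the counts were 15, 12, 9 and 10 in the order given. These repair lists share members with replication: Pcna, the sliding clamp of the polymerases (2.14-fold higher), Rfc5, of its loader (2.66-fold), and the polymerase subunits Pold1 (2.7-fold), Pole (3.08-fold) and Pole2 (4.22-fold) stand in several of them. Fisher's exact test gave adjusted p = 2.09e-19 for DNA replication, 1.33e-12 for homologous recombination, 1.67e-08 for base excision repair, 2.64e-07 for mismatch repair and 2.10e-05 for nucleotide excision repair. Camera with an estimated correlation gave adjusted p = 0.0126 for DNA replication and homologous recombination, 0.0116 for base excision and mismatch repair, and 0.059 for nucleotide excision repair. 

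**Figure D1:**
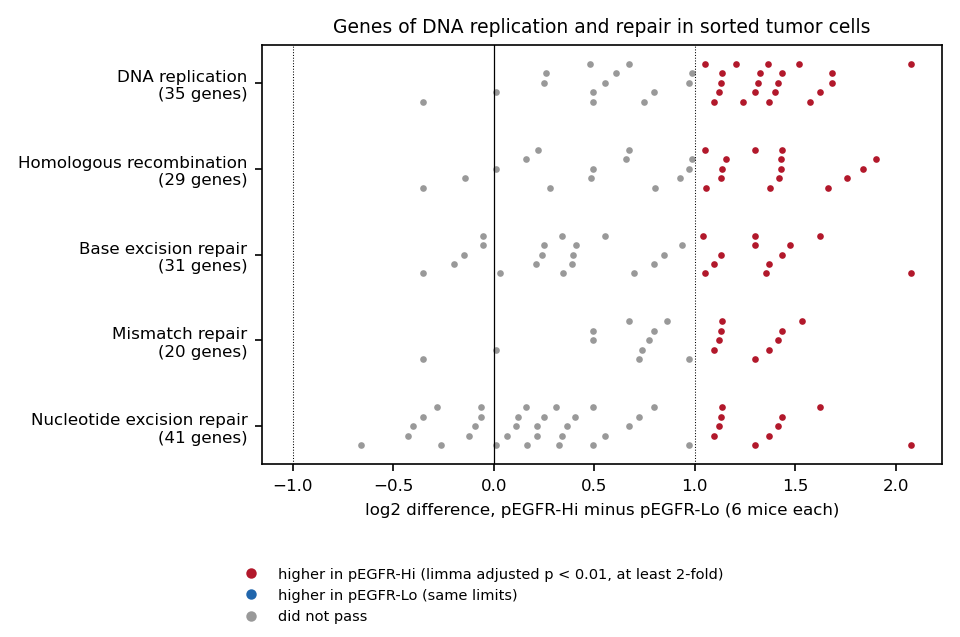
Log2 difference between pEGFR Hi and pEGFR Lo tumor cells (x axis; 6 mice each) for every measured gene of 5 lists (y axis). Each point is 1 gene, colored by whether limma called it, the dotted lines mark 2-fold, and points are spread vertically for legibility. No gene is called toward pEGFR Lo, and 21 of the 35 DNA replication genes are called toward pEGFR Hi.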

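More genes of cell adhesion and of the synthesis of glycosaminoglycan chains were called higher in pEGFR Lo than in pEGFR Hi tumor cells. Of 102 cell adhesion molecules (MHC genes left out), 24 were higher in pEGFR Lo and 1, the immune costimulatory ligand Icosl, was higher in pEGFR Hi at 2.16-fold. Cntn1, a contactin on axons and glial precursors, was 49.3-fold higher in pEGFR Lo (10.38 ± 0.14 against 4.76 ± 0.40, SD, n = 6 mice each; adjusted p = 9.90e-13 from limma), the synaptic adhesion molecule Lrrc4c was at least 8.0-fold higher and the neuronal cell adhesion molecule Nrcam was 8.66-fold higher. Of 22 genes of chondroitin sulfate synthesis, 7 were higher in pEGFR Lo: Xylt1, which starts the chain on the core protein, was 5.78-fold higher (adjusted p = 6.09e-10 from limma), and the sulfotransferases Chst7 and Chst11 were 4.68-fold and 3.68-fold higher, as was the glucuronyltransferase B3gat1 at 6.02-fold. Chst14, the sulfotransferase of dermatan sulfate, was 2.38-fold higher in pEGFR Hi. Of 25 genes of heparan sulfate synthesis, 5 were higher in pEGFR Lo, among them the sulfotransferases Hs3st1 (at least 5.06-fold), Hs3st5 (at least 5.49-fold) and Hs6st1 (2.85-fold) and Xylt1, which both lists hold. None was called higher in pEGFR Hi with limma or SAM (5 at an unadjusted p under 0.05). When adjusted over the list alone, the counts toward pEGFR Lo were 24, 7 and 5. The excess over all genes had an adjusted p from Fisher's exact test of 4.55e-09 for cell adhesion molecules, 3.32e-04 for chondroitin sulfate and 0.024 for heparan sulfate. The last was 0.0587 when only genes above background made up the comparison. With an estimated correlation the adjusted p from camera was 0.0126 for cell adhesion molecules, 0.0632 for chondroitin sulfate and 0.13 for heparan sulfate.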

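More genes of axon guidance and of synaptic signaling were called higher in pEGFR Lo than in pEGFR Hi tumor cells. Of 117 axon guidance genes, 24 were higher in pEGFR Lo, among them Srgap3, a regulator of the actin skeleton downstream of Slit and Robo (7.27-fold; 8.91 ± 0.27 against 6.05 ± 0.22, SD, n = 6 mice each; adjusted p = 9.38e-11 from limma), the kinase Pak3 (at least 5.63-fold) and the repellent Sema3a (at least 3.92-fold). The 3 members higher in pEGFR Hi included the receptors Ephb4 (3.08-fold) and Robo1 (at least 3.37-fold). Of 50 genes of long-term potentiation, 11 were higher in pEGFR Lo, and of 45 genes of long-term depression, 14. In each, 1 member was higher in pEGFR Hi, the kinase Rps6ka6 (at least 2.37-fold) and the guanylate cyclase subunit Gucy1a2 (2.5-fold). Both lists hold the glutamate receptors Gria2, at least 7.82-fold higher in pEGFR Lo (adjusted p = 5.49e-12 from limma), and Grm5, 10.8-fold higher. Camk2b, a kinase of synaptic plasticity and a member of the potentiation list, was 8.46-fold higher in pEGFR Lo. Of 169 neurotransmitter and peptide receptors, 25 were higher in pEGFR Lo, such as the GABA receptor subunit Gabrg1 (at least 6.01-fold), and 3 were higher in pEGFR Hi, such as the lysophosphatidic acid receptor Lpar6 (2.34-fold). Adjusted over each list alone, 24, 11, 14 and 25 genes were higher in pEGFR Lo. Fisher's exact test gave adjusted p = 5.09e-08 for axon guidance, 1.71e-04 for long-term potentiation, 2.64e-07 for long-term depression and 9.50e-06 for the receptors. From camera with an estimated correlation, the adjusted p was 0.0505 for axon guidance, 0.0632 for long-term potentiation, 0.0126 for long-term depression and 0.13 for the receptors. Of 24 markers of mature neurons, 4 were higher in pEGFR Lo (4 when adjusted over the list alone, and adjusted p = 0.0898 from Fisher's exact test, 0.037 from camera at the preset and 0.103 with an estimated correlation).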

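More genes of innate immune sensing were called higher in pEGFR Hi than in pEGFR Lo tumor cells, and more genes of Wnt signaling were called higher in pEGFR Lo. Of 47 genes of RIG-I-like receptor signaling, which senses viral RNA, 8 were higher in pEGFR Hi and 1 in pEGFR Lo, and of 76 genes of Toll-like receptor signaling, 12 and 2. Casp8 was 4.64-fold higher in pEGFR Hi (7.42 ± 0.092 against 5.21 ± 0.47, SD, n = 6 mice each; adjusted p = 3.24e-08 from limma), the transcription factor Irf3 was 2.29-fold higher, the RNA sensor Dhx58 was 6.4-fold higher and the lipopolysaccharide receptor Cd14 was at least 3.12-fold higher. The neuronal kinase Mapk10 was 5.19-fold higher in pEGFR Lo. Of 41 interferon-stimulated genes, 31 were higher in pEGFR Hi (33 when adjusted over the list alone), among them Trim30a (15.4-fold), Irf7 (8.29-fold) and Oas2 (5.37-fold), and none was called lower with limma or SAM (0 at an unadjusted p under 0.05). Their mean log2 value was 8.24 to 9.15 over the pEGFR Hi mice, 5.88 and 5.76 in pEGFR Lo replicates 3 and 6, and 7.13 to 7.48 in the other pEGFR Lo mice. Without those 2 arrays, left out after the data were seen, 22 of the interferon-stimulated genes, 8 of the RIG-I-like and 11 of the Toll-like receptor genes were higher in pEGFR Hi. Toward pEGFR Lo, 20 of 121 Wnt genes (2 toward pEGFR Hi), 12 of 69 genes of arrhythmogenic right ventricular cardiomyopathy (5 toward pEGFR Hi) and 23 of 185 MAPK genes (10 toward pEGFR Hi) were called, with the Wnt antagonist Sfrp4 at 24.6-fold, the transcription factor Lef1 at 5.85-fold, the calcium channel subunit Cacng4 at 6.46-fold, the phosphatase Ptpn5 at 9.38-fold and Fgf1 at 9.03-fold. Jun, 2.13-fold higher in pEGFR Hi, belongs to the Toll-like receptor, Wnt and MAPK lists and also to the immediate-early response. Adjusted over each list alone, the larger counts were 8 (RIG-I-like), 12 (Toll-like), 20 (Wnt), 12 (cardiomyopathy) and 23 (MAPK). By Fisher's exact test, the adjusted p was 0.00187 for RIG-I-like, 2.23e-04 for Toll-like, 1.74e-33 for interferon-stimulated, 1.75e-05 for Wnt, 6.73e-04 for cardiomyopathy and 3.05e-04 for MAPK genes. In the same order, the adjusted p from camera was 0.13, 0.0808, 0.269, 0.0357, 0.13 and 0.152 with an estimated correlation, and for MAPK genes it was 0.0775 at the preset. 

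**Figure D2:**
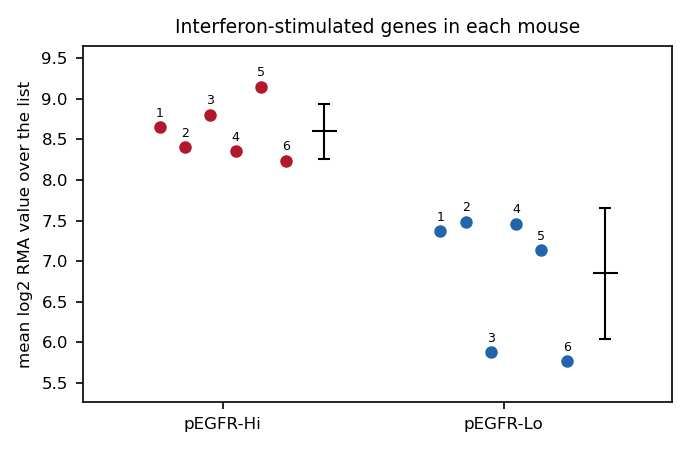
Mean log2 RMA value over the 41 interferon-stimulated genes (y axis) in each of 6 pEGFR Hi and 6 pEGFR Lo mice (x axis). Points are mice with their replicate number, and bars show the mean and SD of each group. pEGFR Lo replicates 3 and 6, at 5.88 and 5.76, lie below all other mice.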

Increased *in vivo* tumor burden, as defined by increased tumor cell number (Figure 2B), increased tumor area (Figure 2C), and enrichment of genes involved in DNA replication (Figure 2E) suggested increased proliferative capacity in pEGFR^Hi^ versus pEGFR^Lo^ cells. 

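More genes of the cell cycle and of pyrimidine and purine metabolism were called higher in pEGFR Hi than in pEGFR Lo tumor cells, while the cyclins Ccnd1 and Ccnd2 were higher in pEGFR Lo. Of 113 cell cycle genes, 22 were higher in pEGFR Hi and 4 were higher in pEGFR Lo, and adjusted over the list alone the counts were 22 and 4. Cdc6, which loads the helicase at origins, was 5.23-fold higher in pEGFR Hi (8.22 ± 0.24 against 5.83 ± 0.28, SD, n = 6 mice each; adjusted p = 1.14e-09 from limma), and Cdc7, the kinase that fires origins, was 3.66-fold higher. Ccnd1 and Ccnd2, cyclins of entry into S phase, were 4.55-fold and 7.28-fold higher in pEGFR Lo (adjusted p = 1.27e-08 and 3.36e-10 from limma). Of 86 genes of pyrimidine metabolism, 16 were higher in pEGFR Hi and 3 were higher in pEGFR Lo, and of 126 genes of purine metabolism, 15 and 10 (16 and 3, and 15 and 10, when adjusted over the list alone). Tyms, which makes thymidylate, was 3.56-fold higher in pEGFR Hi. The polymerase subunit Pola2 (2.86-fold) and other subunits of DNA polymerases belong to both nucleotide lists. The cytidine deaminase Cda was 10.4-fold higher in pEGFR Lo, the ectonucleotidase Entpd1 was 4.6-fold higher there, and of the purine list the phosphodiesterases Pde2a and Pde1c were 8.47-fold and 3.19-fold higher. Fisher's exact test gave adjusted p = 1.12e-08 for the cell cycle, 2.18e-06 for pyrimidine and 6.57e-04 for purine metabolism. With an estimated correlation the adjusted p from camera was 0.0116 for the cell cycle and 0.258 for pyrimidine metabolism, and for purine metabolism it was 0.16 with the preset and 0.506 with the estimated correlation. From the larger tumor burden in Figure 2B and 2C and the enrichment of DNA replication genes in Figure 2E, the paper proposes that pEGFR Hi cells have a greater capacity to proliferate than pEGFR Lo cells.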

*In vitro*, pEGFR^Hi^ had increased incorporation of EdU (p<0.01) and greatly reduced doubling time compared to pEGFR^Lo^ (Figure 2F and 2G), reflecting an increased rate of proliferation. No differences in apoptosis were appreciated based on immunohistochemical analysis of cleaved caspase 3 in tumors (data not shown).

While EGFRvIII lacks a ligand-binding domain and can be activated independent of EGF ligand, EGFRvIII can act as a substrate for EGF-activated full-length EGFR [39]. To assess the role for EGF ligand-mediated signaling in the two lines, cell growth was compared in the absence of exogenous EGF ligand. While pEGFR^Hi^ maintained a high rate of proliferation, the growth of pEGFR^Lo^ was decreased three-fold in the absence of EGF (Figure 2H). These data suggest that the higher expression levels of full-length EGFR in pEGFR^Lo^ may confer some degree of ligand-mediated signaling in these cells that is not appreciated in pEGFR^Hi^.

### Blocked differentiation in EGFRvIII highly activated tumor progenitor cells

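In the sorted tumor cells, more markers of neuronal commitment and of oligodendrocyte progenitors were called higher in pEGFR Lo than in pEGFR Hi, while neural stem cell markers were called in both directions. Of 38 genes of neuronal commitment and differentiation, 13 were higher in pEGFR Lo and none was called higher in pEGFR Hi with limma or SAM (1 at an unadjusted p under 0.05). Dcx, a microtubule protein of migrating young neurons, was at least 12.9-fold higher in pEGFR Lo (7.79 ± 0.47 against 3.52 ± 0.17, SD, n = 6 mice each; adjusted p = 3.84e-11 from limma), Gap43, of growing axons, was 11.8-fold higher, the transcription factor Myt1 was at least 6.21-fold higher and the axonal microtubule protein Mapt was 6.69-fold higher. Of 24 oligodendrocyte progenitor markers, 9 were higher in pEGFR Lo, such as the transcription factor Nkx2-2 (6.14-fold, adjusted p = 2.60e-10 from limma) and the protocadherin Pcdh15 (at least 5.37-fold), and 1, the myelin-associated enzyme Cnp, was 2.66-fold higher in pEGFR Hi. Of 20 astrocyte markers, 5 were higher in pEGFR Lo, with the glutamate transporters Slc1a3 and Slc1a2 at 13.6-fold and 6.51-fold and S100b at 20-fold, and 1, the intermediate filament Gfap, was 2.69-fold higher in pEGFR Hi. Of 24 stem and progenitor markers, 3 were higher in pEGFR Hi, with the orphan receptor Nr2e1 at 3.03-fold, and 3 were higher in pEGFR Lo, with Id2 at 5.1-fold and Slc1a3, which both lists hold. Adjusted over each list alone, 13 neuronal, 9 oligodendrocyte progenitor, 5 astrocyte and 3 stem cell genes were higher in pEGFR Lo. Toward pEGFR Lo, Fisher's exact test gave adjusted p = 2.64e-07 for neuronal commitment, 9.50e-06 for oligodendrocyte progenitors and 0.00933 for astrocytes, and toward pEGFR Hi 0.188 for the stem cell list. Camera gave adjusted p with an estimated correlation of 0.0116 for neuronal commitment, 0.00571 for oligodendrocyte progenitors and 0.244 for astrocytes. Of 16 markers of mature oligodendrocytes and myelin, 2 were higher in pEGFR Lo (Gjc3, 7.33-fold, and Ermn, at least 2.57-fold) and 1 was higher in pEGFR Hi, and Mbp, the abundant myelin basic protein transcript, was at 4.57 ± 0.071 and 4.66 ± 0.13, near background in both groups. 

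**Figure D3:**
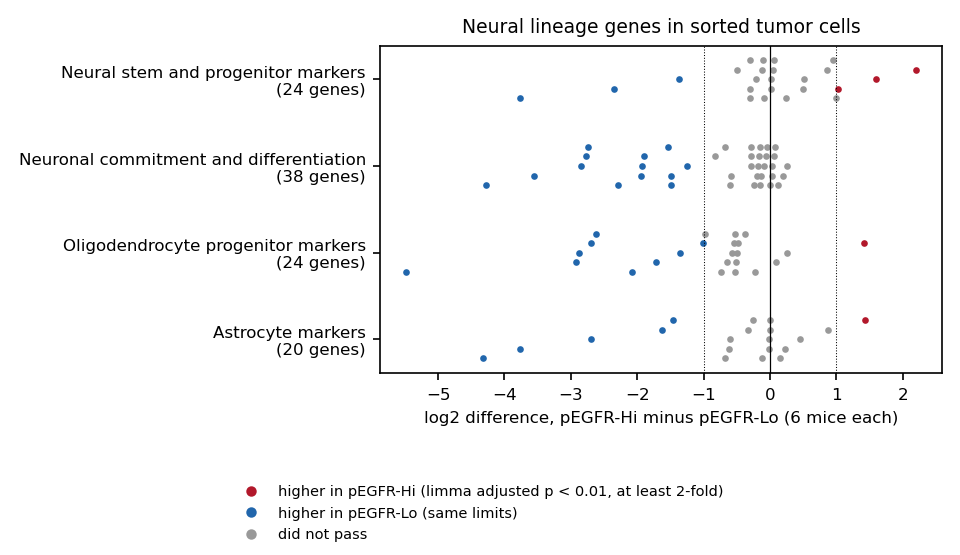
Log2 difference between pEGFR Hi and pEGFR Lo tumor cells (x axis; 6 mice each) for every measured gene of 4 neural lineage lists (y axis). Each point is 1 gene, colored by whether limma called it, the dotted lines mark 2-fold, and points are spread vertically for legibility. All 13 called genes of neuronal commitment lie toward pEGFR Lo.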

As compared to pEGFR^Hi^ cells, pEGFR^Lo^ cells had enriched expression of pathways associated with a more differentiated phenotype. Given that activation of EGFR can drive proliferation of a neural progenitor cells we examined the expression of a panel of genes associated with neural stem and progenitor cell maturation.

Real-time quantitative PCR demonstrated increased expression of the immature stem cell markers *Prom1* and *Id1* in pEGFR^Hi^ (Figure 3A). Conversely, expression of genes associated with cellular differentiation, such as *Tubb3* and *Ascl1* (Mash1), were upregulated more than 40-fold in pEGFR^Lo^. *Olig2* and *Dlx2* transcripts, genes commonly expressed by progenitor cells, were also more highly expressed in pEGFR^Lo^ compared to pEGFR^Hi^ (Figure 3A). Consistent with a more undifferentiated phenotype, more than 95% of EGFRvIII-activated pEGFR^Hi^ tumor cells expressed Prominin-1 on their cell surface (Figure 3B). In contrast, less than 2% of pEGFR^Lo^ tumor cells expressed Prominin-1 (Figure 3B).

**Figure 3:**
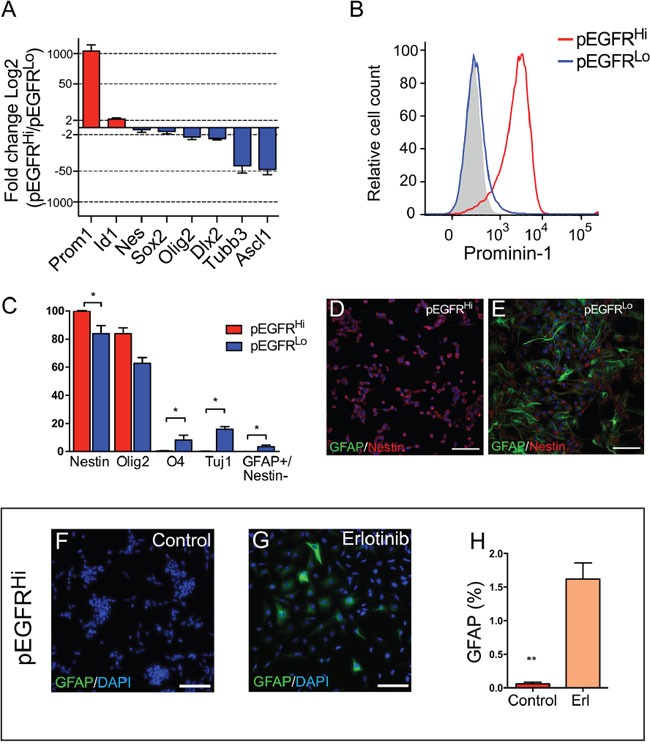
High EGFRvIII activity is associated with an immature stem cell phenotype and EGFRvIII-dependent block in differentiation **A.** Gene expression of neural stem and progenitor lineage markers in pEGFR^Hi^ relative to pEGFR^Lo^ cells by real-time quantitative PCR. **B.** Cell surface Prominin-1 expression in pEGFR^Hi^ (red) and pEGFR^Lo^ (blue) cells. Negative control in gray. Data representative of triplicate experiments. **C.** Protein expression of neuronal and glial differentiation markers 3 days after differentiation in pEGFR^Hi^ and pEGFR^Lo^ cells. **D** and **E.** Representative images of GFAP (green) and nestin (red) expression after 7 days of differentiation of pEGFR^Hi^ (D) and pEGFR^Lo^ cells (E). **F** and **G.** Representative images of GFAP (green) and nestin (red) expression after 7 days of differentiation of pEGFR^Hi^ control treated (F) or erlotinib treated (G) cells. **H.** Percentage of GFAP-expressing pEGFR^Hi^ cells after 7 days of differentiation in control or erlotinib-treated cells. p<0.05 = *. Scale bars D, E, F, G, = 50 μm. (A) n=3; (C) n=4; (H) n=4.

In cell differentiation assays increased EGFRvIII activity in pEGFR^Hi^ cells was associated with reduced differentiation potential relative to in pEGFR^Lo^ cells. The pEGFR^Hi^ cells retained expression of nestin, a marker of immature neural stem and progenitor cells, and had decreased expression of glial (O4 and GFAP) and neuronal lineage markers (TUJ1/βIII-Tubulin) as compared to pEGFR^Lo^ cells (Figure 3C). Even after 7 days of culture under differentiation conditions pEGFR^Hi^ cells appeared largely undifferentiated, and displayed a small round cell-appearance with robust expression of nestin (Figure 3D). pEGFR^Lo^ cultures, in contrast, contained a significant population of GFAP-expressing cells, indicative of glial differentiation, and exhibited a bipolar or multipolar morphology (Figure 3E).

To determine whether the lower differentiation potential of pEGFR^Hi^ cells was due to high EGFR activation, we examined differentiation in the presence or absence of the EGFR tyrosine kinase inhibitor erlotinib. After 7 days of culture, pEGFR^Hi^ cells with EGFR inhibition exhibited increased GFAP expression and altered cell morphology, with more elongate cells, as compared to control-treated pEGFR^Hi^ cells, which retained their rounded, clumped morphology (Figure 3F-3H).

### Multicellular co-option of the vasculature in EGFRvIII activated tumors

Both pEGFR^Hi^ and pEGFR^Lo^ tumors were highly infiltrative with involvement of the striatum, cerebral white matter, and cortex (Figure 4A and 4B), yet the pattern of tumor infiltration was different. At the invasive front, pEGFR^Hi^ tumors formed dense multicellular invasive cords of tumor cells (Figure 4C and 4E). In contrast, pEGFR^Lo^ tumors appeared diffusely infiltrative primarily as single cells (Figure 4D and 4F). The pattern of invasion was highly stable as 78% (18/23) of pEGFR^Hi^ and 84% (16/19) of pEGFR^Lo^ secondary intracranial tumors retained the pattern (Figure 4G). At the invasive tumor front, co-labeling of tumor cells and blood vessels revealed blood vessel co-option in both pEGFR^Hi^ and pEGFR^Lo^ tumors (Figure 4H and 4I). Multicellular clusters of pEGFR^Hi^ tumor cells were often identified in close association with the vasculature.

**Figure 4:**
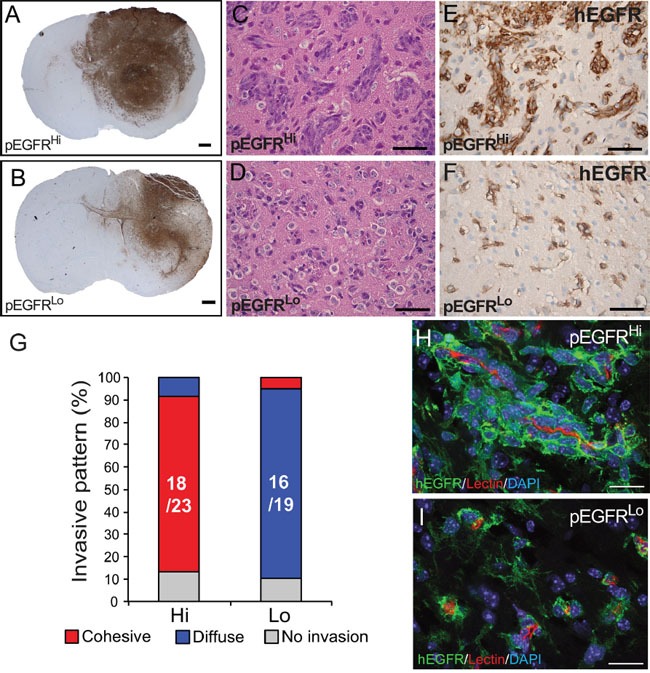
Blood vessel co-option and cohesive versus single cell invasion of tumor cells *in vivo* **A** and **B**. pEGFR^Hi^ (A) and pEGFR^Lo^ (B) form large, invasive tumors highlighted by hEGFR immunohistochemisty. At the infiltrating tumor edge, pEGFR^Hi^ **C** and **E.** tumor cells form cohesive clusters of invading tumor cells while pEGFR^Lo^ **D** and **F.** tumor cells exhibit diffuse, single cell invasion as demonstrated by representative images of H&E stained (C and D) and hEGFR immunolabeled tumor cells (E and F). **G.** Stability of cohesive and diffuse invasive phenotype in pEGFR^Hi^ (Hi) and pEGFR^Lo^ (Lo) tumors, respectively. Chi-square test for difference in invasive pattern p<0.0001. **H** and **I.** Confocal images of blood vessel co-option by pEGFR^Hi^ (H) and pEGFR^Hi^ (I) tumor cells *in vivo*. Tumor cells labeled by hEGFR (**green**), blood vessels by isolectin IB4 (**red**), and nuclei by DAPI (**blue**). Scale bars: A and B = 500 μm, C-F = 50 μm, H and I = 100 μm.

To model these invasive behaviors *ex vivo* we injected tagged tumor cells into freshly isolated brain slices and performed confocal imaging of fluorescently-tagged tumor cells and lectin-labeled blood vessels. At 24 hours both pEGFR^Hi^ and pEGFR^Lo^ cells readily invaded into brain slices and showed preferential co-option of blood vessels (Figure 5A and 5B). Similar to their respective *in vivo* patterns of invasion, pEGFR^Hi^ cells generated multicellular clusters (Figure 5A) while pEGFR^Lo^ cells tended to extend as single cells along the vasculature (Figure 5B). Quantification demonstrated nearly twice as many blood vessel-associated tumor cells per 100 μm length of vessel in pEGFR^Hi^ compared to pEGFR^Lo^ (Figure 5C). To distinguish multicellular invasion from local tumor cell proliferation in the highly proliferative pEGFR^Hi^ cells, we performed time-lapse confocal imaging of tumor cells in brain slice cultures over 24 hours. Both pEGFR^Hi^ and pEGFR^Lo^ tumor cells invaded along blood vessels, but only pEGFR^Hi^ tumor cells invaded as multicellular groups of cells (Figure 5D, Suppl video 1 (pEGFR^Hi^) and 2 (pEGFR^Lo^)).

**Figure 5:**
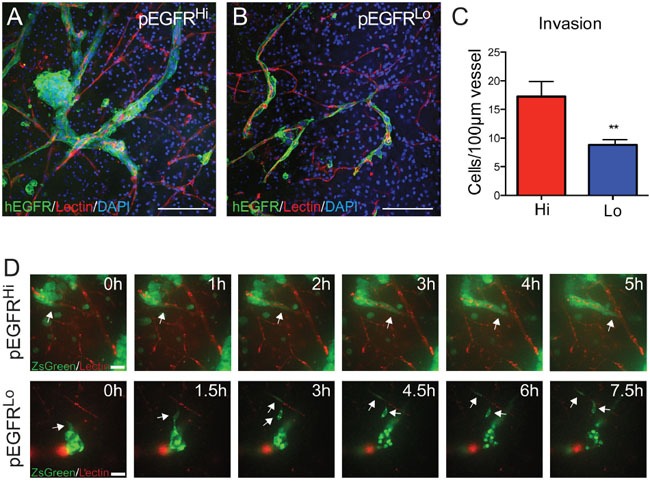
*Ex vivo* slice cultures demonstrate blood vessel co-option and preferential multicellular clustering by pEGFR^Hi^ **A** and **B.** Blood vessel co-option by both pEGFR^Hi^ and pEGFR^Lo^ tumor cells. At 24 hours after injection pEGFR^Hi^ cells (A) appear as cohesive clusters while pEGFR^Lo^ cells (B) exhibit a single-cell pattern. **C.** Blood vessel co-option in slice cultures quantified as tumor cell number/100 μm of blood vessel in pEGFR^Hi^ and pEGFR^Lo^ slice cultures at 24 hours. **D.** Time-lapse confocal imaging of invasion in brain slice cultures over 24 hours. Arrows highlight invading cells. Tumor cells labeled by hEGFR (A and B) and ZsGreen (D) (**green**), blood vessels by isolectin IB4 (**red**), and nuclei by DAPI (**blue**). Scale bars: A and B = 100 μm, D = 20 μm. p<0.01 = **. (C) pEGFR^Hi^ n=6, pEGFR^Lo^ =7. Error bars are displayed as standard error of mean (SEM).

### Decreased cell adhesion and invasion in EGFRvIII highly activated tumor cells

Differences in *in vivo* and *ex vivo* invasion exhibited by pEGFR^Hi^ and pEGFR^Lo^ tumor cells suggested EGFRvIII activity may influence cell-ECM interactions. Tumor cells plated on cell culture plates pre-coated with laminin, collagen IV, or fibronectin revealed a marked difference in cell adhesion between pEGFR^Hi^ and pEGFR^Lo^. Increased EGFRvIII activity was associated with a reduced ability to adhere to all substrates (Figure 6A-6C). To assess how decreased cell adhesion may influence invasion in a 3D matrix we utilized an *in vitro* matrigel invasion assay in which the primary components are laminin, collagen IV, and enactin/nidogen-1 [40, 41]. While pEGFR^Lo^ tumor cells were highly invasive even by 16 hours, pEGFR^Hi^ showed very limited invasion even after 24 hours (Figure 6D-6E). Thus, the increased EGFRvIII activity in pEGFR^Hi^ was associated with reduced adhesion and reduced invasion *in vitro*.

**Figure 6:**
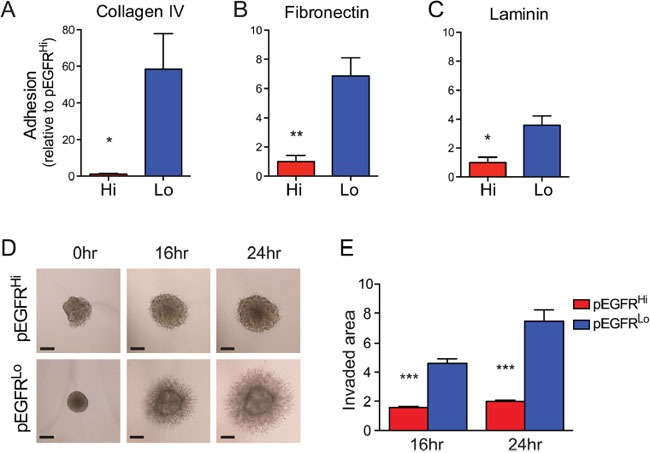
EGFRvIII highly active tumor cells exhibit decreased cell adhesion and invasion *in vitro* **A**-**C.** Adhesion of pEGFR^Hi^ and pEGFR^Lo^ cells to collagen IV (A), fibronectin (B), and laminin (C), matrices, expressed as fold-change relative to pEGFR^Hi^. **D.** Representative images of matrigel 3D spheroid invasion assay and quantification of pEGFR^Hi^ and pEGFR^Lo^ invasion **E.** at 16hr and 24hr normalized to pEGFR^Hi^ at 0 hours. Scale bars: A=50 μm. p<0.05 = *, p<0.01 = **, p<0.001 = ***. Error bars are displayed as standard error of mean (SEM). (A) n=4, (B and C) n=3, (E) n=4.

To investigate whether reduced adhesion was due to increased EGFRvIII activity, cell adhesion assays were performed while modulating EGFR activity. Reduction of EGFR activity in pEGFR^Hi^ cells, using a 2-hour treatment with erlotinib, demonstrated a 2.35-fold increase in adhesion to collagen IV (p<0.01, n=6) (Figure 7A-7B). In contrast, adhesion was decreased when EGFR activity was acutely increased in pEGFR^Lo^ cells using the phosphatase inhibitor sodium orthovanadate (NaOV) (Figure 7C-7D). Importantly, pEGFR^Lo^ cell adhesion could be restored upon inhibition of EGFR in NaOV-treated cells (Figure 7E). This increase in pEGFR^Lo^ adhesion was accompanied by the restoration of well-organized stress fibers in treated cells (Figure 7F-7H).

**Figure 7:**
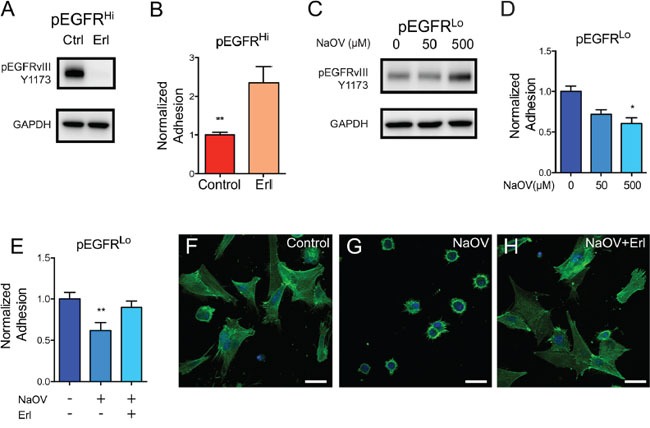
EGFRvIII activity dictates adhesion properties in mouse tumor cells **A.** Western blot analysis of EGFR activation, as demonstrated by phosphorylation at Y1173, in control (Ctrl) and erlotinib (Erl) treated pEGFR^Hi^ tumor cells. **B.** EGFR inhibition increases adhesion of pEGFR^Hi^ cells to a collagen IV-coated substrate. **C.** Phosphorylation of EGFR at Y1173 in pEGFR^Lo^ cells treated with 0, 50 μM, and 500 μM of the phosphatase inhibitor sodium orthovanadate (NaOV). **D.** Reduced adhesion of pEGFR^Lo^ cells to collagen IV in the presence of increasing concentrations of NaOV. **E.** NaOV-induced reduction in adhesion to collagen IV is restored by inhibition of EGFR by Erl in pEGFR^Lo^ cells. **H**-**J.** Representative confocal images of phalloidin labeled f-actin (green) and nuclei (blue) in control (H), NaOV (I), and NaOV+erlotinib (J) treated pEGFR^Lo^ cells 2 hours after plating. p<0.05 = *, p<0.01 = **. Error bars are displayed as standard error of mean (SEM). (B) n=6, (D) n=3, (E) n=8. Scale bars F-H = 20 μm. (B, D, E) Representative data from triplicate experiments.

## DISCUSSION

GBM are characterized by their heterogeneity, including tumor genetics [6], invasive phenotype [7], and RTK signaling activation [8]. This heterogeneity is an important prognostic factor in GBM and presents a great therapeutic challenge [42]. Murine models for GBM provide a controlled genetic background to study individual oncogenic events [43], however, there has not been a major focus on modeling and studying the impact of differences in RTK activity levels [37, 38, 44, 45]. The potential importance of RTK activity on disease is highlighted by elegant studies examining the cross-talk between constitutive versus ligand-dependent EGFR signaling. Ligand-induced activation of endogenous EGFR phosphorylates EGFRvIII and promotes STAT3 activation, but can also disrupt EGFRvIII-induced NFkB signaling [39, 46]. Moreover, ligand-independent activation of EGFR results in non-canonical EGFR signaling through the formation of an EGFR, TBK1, and IRF3 complex, downstream effects of which include reduced sensitivity to chemotherapy [47]. Using a murine model for glioma, we demonstrate EGFRvIII activity-dependent regulation of cell differentiation and cell adhesion and associate these differences with altered animal survival and *in vivo* tumor growth and invasion. Our results suggest that the activity of the EGFR signaling pathway, in addition to the specific genetic alteration, is an important determinant of tumor aggressiveness.

The more aggressive pEGFR^Hi^ tumors exhibited both increased proliferation and a more cohesive pattern of invasion as compared to pEGFR^Lo^ tumors. While increased proliferation is a known driver of malignancy, differences in invasive pattern may also contribute. Indeed, tumor progression following antiangiogenic therapy has been associated with a perivascular pro-invasive phenotype [48, 49].

Diffuse invasion of tumors cells is a characteristic feature of human GBM and contributes to poor prognosis, yet the pattern of invasion is heterogeneous [7] suggesting the contribution of multiple factors. Even within a single patient several patterns can often be observed and differences in cell adhesion, proteolysis, and migration may all contribute. Blood vessel co-option was prominent in pEGFR^Hi^ and pEGFR^Lo^ tumors, yet pEGFR^Hi^ invaded as multicellular clusters while the less aggressive pEGFR^Lo^ invaded as single cells. Single cell invasion of pEGFR^Lo^ was associated with increased *in vitro* adhesion and increased *in vivo* expression of genes implicated in cell-matrix interactions, including integrins and proteoglycans. 

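Among genes of cell-matrix contact in the sorted tumor cells, more proteoglycans were called higher in pEGFR Lo than in pEGFR Hi, and integrin subunits were called in both directions. Of 26 integrin subunits, 4 were higher in pEGFR Lo, 3 were higher in pEGFR Hi and 19 did not pass the test, with the same counts when adjusted over the list alone (4 and 3). At an unadjusted p under 0.05, 9 were higher in pEGFR Lo and 4 in pEGFR Hi, and the mean log2 value over the list was 5.33 to 5.43 in the pEGFR Lo mice and 5.06 to 5.25 in the pEGFR Hi mice (difference -0.23, pEGFR Hi minus pEGFR Lo; exact permutation p = 0.00216, the smallest it can give, which 36 of the 48 lists reached). The list's median log2 difference was -0.055, and camera gave adjusted p = 0.278 at the preset and 0.391 with an estimated correlation. Itga9 was 4.02-fold, Itga8 5.46-fold, Itga1 at least 2.47-fold and Itgav 2.47-fold higher in pEGFR Lo (adjusted p = 4.73e-08 from limma for Itgav, of the vitronectin receptors). Itgb4, of the laminin receptor of hemidesmosomes, was 2.39-fold higher in pEGFR Hi, and Itga5, of the fibronectin receptor, was 2.1-fold higher there. The excess of integrins among genes called higher in pEGFR Lo did not pass Fisher's exact test (adjusted p = 0.113). Of 35 proteoglycan core proteins, 8 were higher in pEGFR Lo and 1 was higher in pEGFR Hi (8 and 1 when adjusted over the list alone, and adjusted p = 0.00116 from Fisher's exact test). With an estimated correlation the adjusted p from camera was 0.0698 for the proteoglycans. Bgn, a small leucine-rich proteoglycan, was 20.5-fold higher in pEGFR Lo (10.09 ± 0.46 against 5.73 ± 0.59, SD, n = 6 mice each; adjusted p = 1.53e-09 from limma), the hyaluronan-binding Vcan was 10.2-fold higher, the receptor phosphatase Ptprz1 was 4.23-fold higher and Cspg5 was 3.29-fold higher, while the hyaluronan receptor Cd44 was 2.08-fold higher in pEGFR Hi. Cd44 lies at the limit of 2-fold and was not called without pEGFR Lo replicate 3 (log2 difference 0.99), without pEGFR Lo replicate 6 (0.96) or after renormalization, which left it just under the limit.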

In pEGFR^Hi^, inhibition of EGFR increased cell-matrix adhesion and promoted a more differentiated phenotype. 

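Fn1, which encodes fibronectin, a matrix glycoprotein bound by integrins, was 5.88-fold higher in pEGFR Hi than in pEGFR Lo tumor cells. Its log2 value was 8.89 ± 0.22 (SD, n = 6 mice) in pEGFR Hi and 6.33 ± 0.33 (SD, n = 6 mice) in pEGFR Lo, a difference of 2.56 (standard error 0.14, adjusted p = 1.05e-09 from limma). All 6 pEGFR Hi mice had a higher value than all 6 pEGFR Lo mice (exact permutation test, two-sided, p = 0.00216, the smallest p that 6 mice against 6 allow). Of 50 matrix glycoproteins and collagens, 3 were higher in pEGFR Hi, Fn1 among them, and 7 were higher in pEGFR Lo (3 and 7 when adjusted over the list alone, and adjusted p = 0.0373 toward pEGFR Lo from Fisher's exact test). Over genes above background alone that p was 0.0996, and with camera the list gave an adjusted p = 0.299 at the preset and 0.635 with an estimated correlation. Sparcl1, a matricellular protein of glia, was 13.5-fold higher in pEGFR Lo, Tnr, a tenascin of the perineuronal matrix, was at least 5.24-fold higher, Sparc was 3.99-fold higher and the fibrillin Fbn2 was 2.79-fold higher. 

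**Figure D4:**
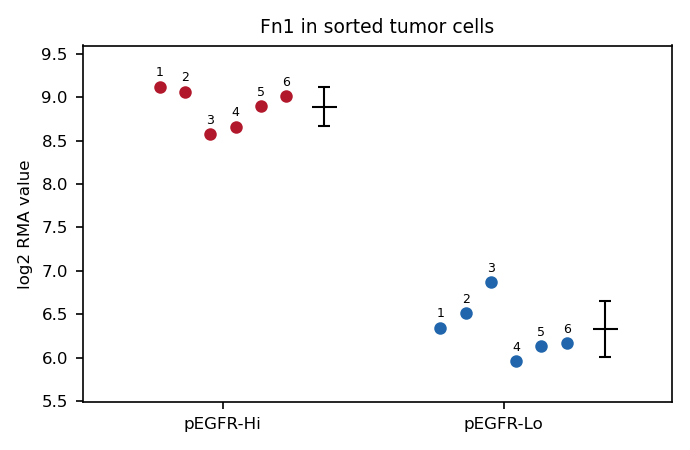
Log2 RMA value of Fn1 (y axis) in tumor cells of 6 pEGFR Hi and 6 pEGFR Lo mice (x axis). Points are mice with their replicate number, and bars show the mean and SD of each group. The group means are 8.89 and 6.33, and the groups do not overlap.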

While the identification of factors downstream of EGFR that mediate cohesive invasion is a focus of future studies, it is notable that by gene expression array fibronectin (*FN1*) expression was elevated 5.8-fold in pEGFR^Hi^ tumors. FN1 has previously been implicated in cohesive invasion in glioma and gene knockdown increased cell-matrix adhesion [50]. In addition, differences in protease activity or activation of other receptor tyrosine kinases such as MET can have profound influences on tumor cell invasion [49, 51].

Abnormal activation of EGFR in neural stem and progenitor cells promotes proliferation and is detrimental to neuronal cell maturation [29–32]. pEGFR^Hi^ exhibited profound alterations in progenitor cell phenotype with high expression of Prominin-1 and decreased ability to differentiate, which was at least partially dependent on EGFR activation. In immortalized neural stem cells, EGFRvIII expression has previously been associated with decreased differentiation, increased focal adhesion disassembly, and perivascular invasion *in vivo* [52]. In addition, a CD133-expressing subset of EGFRvIII^+^ glioma cells was shown to have increased self-renewal and tumorigenicity [53]. While several factors, including homozygous deletion of Ink4a/Arf^−/−^ [37], likely contribute to the overall modest degree of cell differentiation that we observed, our data strengthen the link between abnormal EGFR signaling pathway activity and aberrations in cell differentiation.

EGFRvIII is known to be expressed at varying levels within a tumor [54, 55] and the regulation of extrachromosomal EGFRvIII DNA is a major mechanism of treatment resistance [56]. Our data, in a genetically controlled background, suggest that the level of EGFR activation, not just the total protein levels, is an important determinant of tumor cell phenotype. Given the complexity of EGFR signaling and the multiple feedback loops and regulatory mechanisms [57], several factors may contribute to differences in EGFR activity and ultimately cellular behavior. These include differences in phosphatase activity, cell differentiation [58], receptor endocytosis, and the activity of other receptor tyrosine kinases [57]. Our data emphasize the importance of signaling pathway activity, in addition to the genetic status of EGFR, in tumor cell behavior and aggressiveness.

## MATERIALS AND METHODS

### Cell culture conditions and reagents

Murine neural stem cell and tumorspheres were cultured as described previously [36, 59]. Three dimensional invasion assays were performed as previously described [60]. EGF-dependent growth was calculated over three consecutive passages comparing cells cultured in defined neurosphere media including fibroblast growth factor in the presence and absence of added EGF (20 ng/ml). For adhesion assays, wells of a 96-well plate were coated with 2 μg/cm^2^ Laminin (Sigma L2020), 10 μg/cm^2^ Collagen IV (Sigma C5533) or 5 μg/cm^2^ Fibronectin (Sigma F1141). 1-5×10^4^ cells were plated per well and incubated for 2 hours. For assays involving erlotinib and sodium orthovanadate (NaOV) drug treatments, 1 μM erlotinib, 50 μM NaOV, or 500 μM NaOV was added to cell suspension for the 2 hour duration of the assay. For adhesion assays using co-treatment of erlotinib and NaOV, 1 μM erlotinib and 250 μM NaOV was used. Protein lysates were prepared as previously described [36]. Protein lysates for studying effects of erlotinib and NaOV on EGFR phosphorylation were acquired after 2 hours of incubation in sphere suspension cultures. Images acquired for invasion and adhesion assays were acquired using a DMI IL LED Leica microscope (Leica, Germany) and quantified using ImageJ 1.48v (http://imagej.nih.gov/ij/). All antibodies used are described in Table 1.

**Table 1:** Antibodies used

Antibody	Manufacturer	Clone	Catalog no	Application	Concentration
Ms α Phospho EGFR Y1068	R&D Systems	338324	MAB3570	WB	1:500
Rb α Phospho EGFR Y1173	Cell Signaling	53A5	4407	WB	1:500
Rb α Phospho Stat3 Y705	Cell Signaling	D3A7	9145	WB	1:1000
Ms α Stat3	Cell Signaling	124H6	9139	WB	1:1000
GAPDH	Millipore	6C5	MAB374	WB	1:10000
Dk α Rb HRP	GE Healthcare		NA9310V	WB	1:5000
Dk α Ms HRP	GE Healthcare		NA934V	WB	1:5000
Ms α hEGFR	Dako	H11	M3563	IF, IHC	1:200
Isolectin IB_4_-568	ThermoFisher Scientific		I21412	IF and live	1:200
Rb α EGFR	Santa Cruz Biotechnology		Sc-03	WB	1:200
Ms α Nestin	EMD Millipore	rat401	MAB353	IF	1:200
Rb α GFAP	Dako		Z0334	IF	1:400
Ms α Tuj1	Covance		PRB435P	IF	1:400
Rb α Olig2	EMD Millipore		AB9610	IF	1:500
Ms α O4	EMD Millipore		MAB345	IF	1:100
Gt α Rb Alexa 488	ThermoFisher Scientific		A-11008	IF	1:500
Gt α Ms Alexa 568	ThermoFisher Scientific		A-11004	IF	1:500

Abbreviations: Ms, mouse; Rb, rabbit; Dk, donkey; Gt, goat; WB, Western blotting; IF, immunofluorescence; IHC, immunohistochemistry

### Tumor cell isolation and RNA isolation

Tumor bearing brains were harvested from six mice with each tumor type and the cerebellum and olfactory bulbs were removed. The brains were diced finely with a razor, dissociated using Worthington's Papain Dissociation System (LK003150) and passed through a 70um filter to obtain a single cell suspension. To remove myelin and red blood cells the cell suspension was re-suspended in 35% Percoll^TM^ (GE Healthcare) and underlaid with 70% Percoll^TM^. Following a 30 minute centrifugation purified cells were removed from the interface between the 35% and 70% layers and counted for viability. ZsGreen+ tumor cells were isolated by FACS using a BD FACSAria III into TRIzol Reagent (Ambion Life Technologies, Japan), using Dapi to exclude dead cells. Sorted cells were re-suspended in TRIzol Reagent (Ambion Life Technologies, Japan) and RNA was purified using the RNeasy Mini Kit (Qiagen, Germany) according to the manufacturers protocol.

### *In vivo* transplantation

Dissociated cells were transplanted as previously described previously [36, 59]. FVB mice (Charles River Laboratories, Wilmington, MA) were used for tumor microarray profiling experiments.

### Immunohistochemistry

Murine tumor tissue for immunohistochemical analysis was collected at first sign of tumor growth by perfusing mice with 4% paraformaldehyde and postfixed overnight in 4% PFA. Following postfixation tissue was rinsed in PBS and stored in 70% ethanol until further processing. Murine tumor paraffin embedded sections were immunostained for hEGFR (Dako) to label EGFRvIII-expressing tumor cells. Immunohistochemistry was performed according to standard protocols on the Ventana Medical Systems Benchmark XT (Ventana Medical Systems Inc. Tucson, AR, USA). Histological analysis was performed on hematoxylin and eosin stained sections. Tumor area was analyzed on hEGFR-labeled sections and quantified in ImageJ 1.48v (http://imagej.nih.gov/ij/).

### Ex vivo invasion and time-lapse imaging

Brains from P7-P21 FVB mice were dissected, put in cold aCSF, sectioned using a HM650V vibratome (Thermo Fisher scientific, San Jose, CA) at thickness of 190 μm. Slices were incubated in RT aCSF for 30 mins prior to transfer to wells with a MilliCell-CM 40 μm membranes (Millipore, Bedford, MA). For live imaging, ZsGreen expressing cells were injected underneath the slice using a Hamilton syringe (Hamilton, Reno, NV), for confocal analysis cells were deposited on top of slices using P10 pipette. For live imaging slices were imaged after 2 hours of incubation at 37°C, using a Zeiss Observer Z1 equipped with a Zeiss Observer XL stage incubator (37°C, 5% CO_2_, humidified air) (Carl Zeiss, Germany) and a Yokogawa spinning disc scanning unit (Yokogawa electric, Japan). Movies assembled using Zeiss imaging software (Carl Zeiss) at a single plane from images acquired over 6-8 hours. For confocal analysis, slices were fixed using 4% paraformaldehyde in phosphate-buffer saline 24 hours after tumor cell deposition, for 4-6 hours. A proteinase K antigen retrieval step was used to image hEGFR labeled tumor cells, followed by 1 hour of block/permabilization, 24-72 hours incubation in primary anti-human EGFR antibody antibody (Dako, Denmark, Clone H11) at 4°C, and 2 hours incubation in secondary antibodies. Slices were washed in PBS 3-5 times after each antibody incubation step. Slices were mounted onto Superfrost plus glass slides and mounted using Dako fluorescent mounting media (Dako, Denmark). Images were acquired on a Zeiss LS780 laser confocal microscope (Carl Zeiss).

### Differentiation assay

Cells were prepared as a single cell suspension in normal culture media, 500-1000 cells per well were added to a laminin/poly-d-lysine coated 8-well culture slide (BD Biocoat 354688, BD biosciences) in 300 μL growth media. The culture slides were incubated overnight and the media carefully removed and replaced with 300 μL of neurobasal (Thermo Fisher) + 2% FBS to induce differentiation. For studies using erlotinib, erlotinib (1 μM) or DMSO was included in differentiation media. Culture slides were incubated for 3 to 7 days, then fixed in 4% PFA. After immunolabeling, six images per well were taken on a Zeiss Axioimager M1 or a Zeiss LSM780 confocal microscope (Carl Zeiss), counted for positivity in ImageJ 1.48v and averaged.

### Visualization of f-actin cytoskeleton

pEGFR^Lo^ cells were fixed in 4% PFA 2 hours after seeding cells onto laminin/poly-d-lysine coated 8-well culture slides (BD biosciences). F-actin was visualized using Alexa fluor-546 phalloidin according to the manufacturer's instructions (Thermo Fisher). Cells were treated with DMSO, 250 μM NaOV, or 250 μM NaOV + 1 μM erlotinib for the 2 hour duration of the assay.

### Flow cytometry

Cell surface PE-conjugated mouse Prom1 antibody (Miltenyi Biotec, France, Clone MB9-3G8) and anti-human EGFR antibody (Dako, Denmark, Clone H11) were used to analyze Prominin-1 and EGFRvIII surface expression, respectively. Incubation using EGFR was followed by fluorescently tagged secondary incubation. Data was acquired using a FACSCalibur or FACSCanto flow cytometer (BD biosciences). For EdU incorporation assay spheres were cultured for 2 days, incubated with 2 μM EdU for 2 hours, and labeled using Click-IT EdU Assay kit (Thermo Fisher). Cells were analyzed using a FACSCalibur flow cytometer (BD biosciences). Data was analyzed using FlowJo 10 (Tree star, San Carlos, CA).

### RNA isolation, cDNA synthesis and RT-PCR

Cells isolated from mouse brains or dissociated tumorspheres from culture were prepared as a single cell suspension and re-suspended in an appropriate volume of RLT buffer from RNeasy mini kit (Qiagen, Germany). RNA was isolated as per the manufacturers instructions and quantified using a Nanodrop (Nanodrop Technologies Inc., Wilmington, DE) Spectrophotometer. Complementary DNA was synthesized using Oligo(dT) primers and Superscript III (18080-051, Thermo Fisher Scientific). Primers were synthesized by IDT (IDT Inc, Coralville, IA). The following primers were used: Id1 (Forward (Fw): CCTAGCTGTTCGCTGAAGGC, Reverse (Rv): GTAGAGCAGGACGTTCACCT), Prom1 (Fw: GACCAGGACTCGGATCAAAGG, Rv: TGTACTGCTCCACTACATAGTCA), Nes (Fw: AGAGTCAGATCGCTCAGATCC, Rv: GCAGAGT CCTGTATGTAGCCAC), Sox2 (Fw: GCGGAGT GGAAACTTTTGTCC, Rv: GGGAAGCGTGTACTT ATCCTTCT), Olig2 (Fw: TCCCCAGAACCCGA TGATCTT, Rv: CGTGGACGAGGACACAGTC), Dlx2 (Fw: CTACGGCACCAGTTCGTCTC, Rv: CCGTTCACT ATTCGGATTTCAGG), Tubb3 (Fw: TAGACCCC AGCGGCAACTAT, Rv: GTTCCAGGTTCCAAGTC CACC), Ascl1 (Fw: GCAACCGGGTCAAGTTGGT, Rv: CAAGTCGTTGGAGTAGTTGGG). Real Time PCR was performed on a 7900 HT Fast Real-Time PCR System (Thermo Fisher Scientific) using FastStart Universal SYBR Green Master (Rox) (049138500011, Roche, Switzerland). Ct values were normalized to GAPDH Ct values for each individual sample and then averaged across experiments.

### Microarray profiling and analysis

Expression profiling was conducted by the Gladstone Institute Genomics Core Facility using Affymetrix Mouse Gene 1.0 ST Array (901169). Raw expression data was RMA normalized and Log2 transformed using Affymetrix Expression Console Software. The microarray data have been deposited in the GEO database (accession number GSE87332) and described in accordance with MAIME guidelines. Multiple Experiment Viewer Software (MeV; http://mev.tm4.org/#/welcome) was used to perform Significance Analysis of Microarray (SAM) to determine differentially expressed genes between the two tumor types. A 1% false discovery rate and 2-fold expression difference was applied. The subsequent list of differentially expressed genes were analyzed for enriched Kegg Pathways using the Database for Annotation, Visualization and Integrated Discovery (DAVID).

### Ethical statement

All animal work was approved by the UCSF institutional care and use committee (IACUC), approval number AN105263.

### Statistics

All statistics were performed using GraphPad Prism 6.0 (GraphPad Software, San Diego, CA). The Mann-Whitney Rank Sum or the Student's t-test were used to determine differences between experimental groups as appropriate. The log-rank test was used to compare groups in the Kaplan-Meier survival analysis. Chi-squared test was used to compare the frequency of invasive phenotypes in Figure 1C.

## SUPPLEMENTARY VIDEOS

# Supplementary material for: GBM heterogeneity as a function of variable epidermal growth factor receptor variant III activity
**Source:** Oncotarget. 2016 Oct 12;7(48):79101–16. doi: 10.18632/oncotarget.12600
**Supplement:** Supplementary file 1

## GBM heterogeneity as a function of variable epidermal growth factor receptor variant III activity

### SUPPLEMENTARY VIDEOS

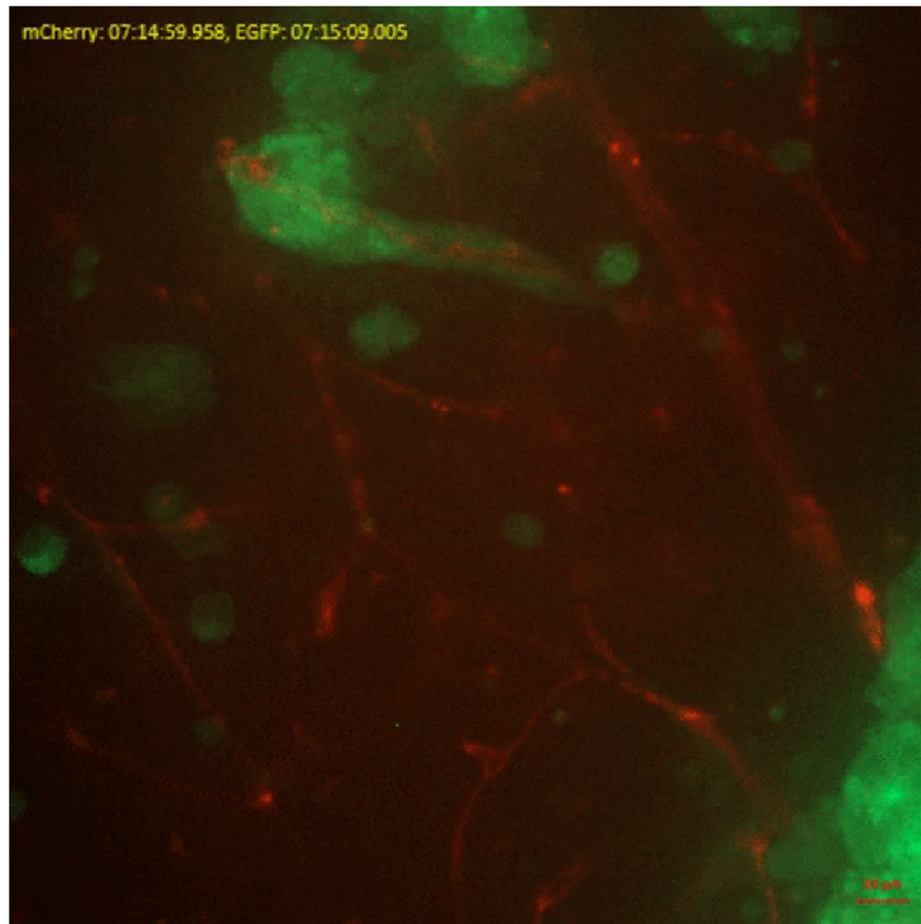

See Supplementary Video 1

**Supplementary Video S1: Ex vivo slice invasion of pEGFR-Hi cells.** ZsGreen-expressing pEGFR-Hi cells invading along lectin IB4-labeled vasculature in multicellular groups. Duration of acquisition: 5 hours. Scale bar = 20 $\mu$ m.

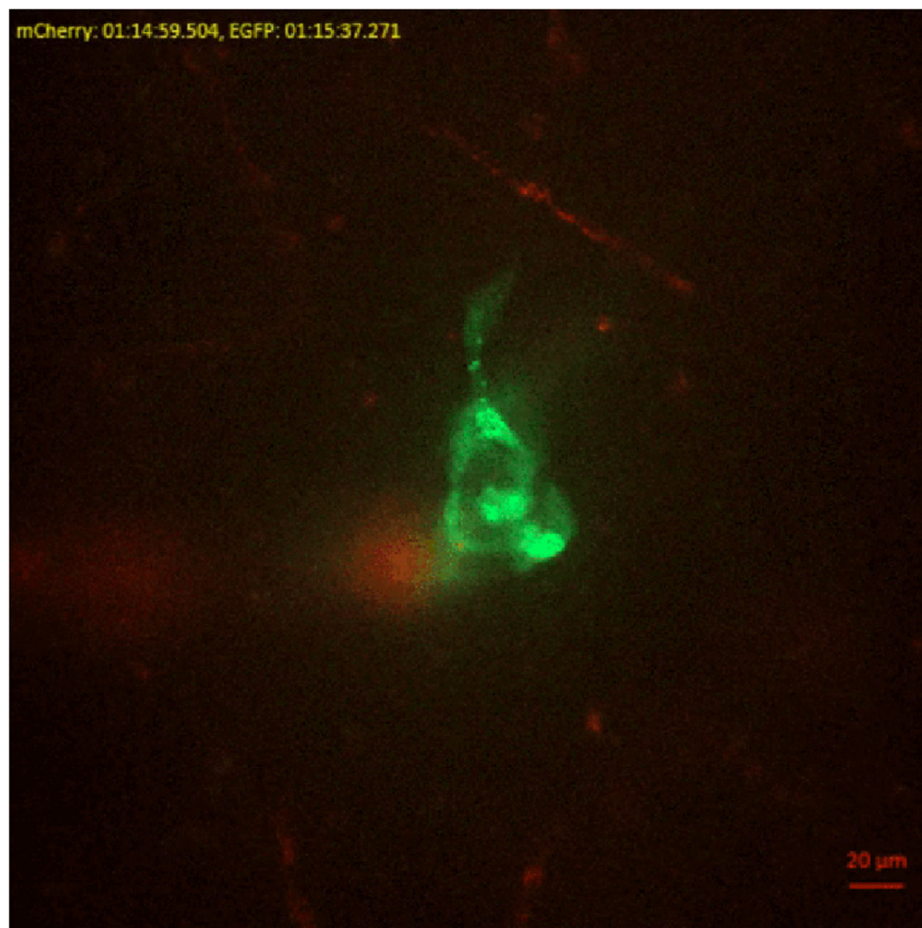

See Supplementary Video 2

**Supplementary Video S2: Ex vivo slice invasion of pEGFR-Lo cells.** ZsGreen-expressing pEGFR-Lo cells invading along lectin IB4-labeled vasculature as single cells. Duration of acquisition: 6.5 hours. Scale bar = 20μm.

How the deposited data were processed for this re-analysis (not part of the article)

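RNA of ZsGreen-tagged tumor cells sorted from tumor-bearing mouse brains was measured on 12 arrays, 6 from mice with pEGFR Hi and 6 from mice with pEGFR Lo tumors. Groups and replicate numbers were taken from the sample labels, and the paper's methods give 6 mice of each tumor type. The authors deposited log2 values that Affymetrix Expression Console made with RMA, which includes background correction, quantile normalization across arrays and a summary per probe set; its version and summary setting are not named in the paper's text. The table had no missing values and no pair of identical arrays. The injected dose in the labels was 2 µl at 200000 cells per µl.

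Of the probe sets of the array, 21789 were paired with 1 gene symbol, 1621 with several and 12146 with none in the annotation used, and only those with 1 were named. Symbols of 21698 of them were matched by Entrez ID to the RefSeq annotation of GRCm38.p6 and updated where they had changed, and the others kept the array's symbol. The build behind the array values is not given in the sources used here, so no coordinates are printed and that annotation served only for names and for the order of neighbouring genes. For 999 genes with more than 1 probe set the one with the highest mean over all arrays was used; in 0 of them did probe sets differ 2-fold in opposite directions. This left 19938 genes, 13519 of them above the background level, which is the 95th percentile of the means of 1027 olfactory receptor genes. Some genes of the paper and some list members were not analysed here.

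The deposited log2 values were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with tables read by data.table 1.17.8 and figures drawn with matplotlib 3.10.9 in Python 3.11.15. Genes were called at a Benjamini-Hochberg adjusted p under 0.01 and at least 2-fold. The paper used SAM in MeV at a 1% false discovery rate and 2-fold, followed by DAVID; SAM with 100 permutations was run as an alternative, and DAVID was not used here. The 48 lists held the 20 pathways of Figure 2E, integrins, proteoglycans, matrix proteins and proteases, neural lineages, other cell types of the brain and blood, interferon and antigen presentation, EGFR signaling, hypoxia, p53, mesenchymal glioma, dissociation, ribosomal and housekeeping genes. Each was tested with a one-sided Fisher's exact test in each direction and with camera, at the preset correlation and at one estimated from the data, with p adjusted over 96 tests; the adjusted p limit for lists was 0.05. The genes named in the text include the 12 largest differences in each direction among called genes whose groups did not overlap, and the genes the paper names. They also include up to 4 members of each list with the smallest adjusted p in its main direction and up to 2 in the other. The abundant cell-type transcripts Snap25, Slc17a7, Mbp, Csf1r, Aif1, Ptprc and Cx3cr1, the Y-linked genes Uty, Kdm5d and Sry, and Xist were chosen after their values were seen. So were genes that bound stretches of neighbours or mark a chromosome (Myc, Sox10), and the mature neuron markers Penk, Syp, Thy1 and Pcp4.

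Alternatives were SAM, another quantile normalization, centring on array medians, a filter on dim genes, the replicate number as a block, eBayes with trend and robust, array weights, an adjusted p under 0.05 with no fold limit, the mean of a gene's probe sets, and leaving out each array in turn; a fit without pEGFR Lo replicates 3 and 6 was added after the data were seen. The limma and SAM code was tested on simulated arrays for the comparison of pEGFR Hi with pEGFR Lo over 19938 genes: of 100 genes changed by 1.5 on the log2 scale 100 were called by limma and 100 by SAM, of 100 changed by 2 100 and 100, and 0 unchanged genes were called by either. The number of arrays limits the precision, and a gene near background has only a bound on its fold.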

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

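The tests of pEGFR Lo replicates 3 and 6, of mature neuron markers and of neighbouring genes were chosen after the results were seen; those of microglia and myelin markers and of other groupings of the arrays were set beforehand. In the real grouping of the arrays, 1804 genes were called between the groups. The highest number in the other 99 of 100 groupings of 6 against 6 was 0. Only 1 grouping, the real one, called as many, so a chance split of these mice can be excluded. Each group came from 1 tumor line, so this test cannot separate EGFRvIII activity from other differences between the lines.

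The paper gives 2 receptor pathways of innate immunity in Figure 2E and takes up a complex of EGFR with TBK1 and IRF3 in its discussion. It reports no interferon-stimulated genes as a group. Of 41 such genes, 31 were higher in pEGFR Hi, with an adjusted p from camera of 2.38e-12 at the preset and 0.269 with an estimated correlation. The spread of the list's mean was larger among pEGFR Lo mice (SD 0.81) than among pEGFR Hi mice (SD 0.34). Against microglia or macrophages in the pEGFR Hi sort, which the gate on ZsGreen would also lower, stands the median log2 difference, pEGFR Hi minus pEGFR Lo, of 11 markers above background, -0.14 (quartiles -0.31 and 0.060) against 1.59 for the interferon-stimulated genes, and in pEGFR Hi Csf1r (3.54), Aif1 (3.43) and Ptprc (2.91) lay below background, while Cx3cr1 was at 5.28 in pEGFR Hi and 5.13 in pEGFR Lo. The pEGFR Lo replicates 3 and 6 alone do not account for it either, since 22 of the 31 called genes were still called without them. MHC class I genes depended on single arrays: 4 of 20 were called higher in pEGFR Hi over all mice (adjusted p = 0.024 from Fisher's exact test, 0.0582 over genes above background alone, and 0.568 from camera with an estimated correlation), 1 without pEGFR Lo replicate 3, 1 without pEGFR Lo replicate 6, 6 without pEGFR Lo replicate 4, 6 without pEGFR Lo replicate 5, 2 when any 1 pEGFR Hi array was left out, 1 with eBayes trend and robust, and 0 without pEGFR Lo replicates 3 and 6. A difference between the tumor lines or in the immune response of the hosts, which the design cannot separate from the time since injection, stays open as an untested hypothesis.

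On 5 lists of neuronal and synaptic genes, markers of mature neurons left out, 75 genes were called higher in pEGFR Lo and 8 in pEGFR Hi (adjusted p = 0.0116 to 0.13 from camera with an estimated correlation), and RNA or cells of the host brain in the pEGFR Lo sort were weighed as a source. Neurons of the host would bring their abundant transcripts, so 24 markers of mature neurons, a list fixed beforehand, were set beside the 75 genes. Their rise from pEGFR Hi to pEGFR Lo was taken on the linear scale between any 2 mice. In 18 markers the largest rise, if any, stayed below the lower quartile of the rise of the 75 genes, 43.4. Among these were Snap25 (3.58 in pEGFR Hi and 4.40 in pEGFR Lo) and Slc17a7 (3.90 and 3.87). Syn1 (5.73 and 7.47) and Syn2 (6.05 and 7.80) lay above that quartile throughout. Penk, Syp, Thy1 and Pcp4 passed it at their largest rise (257.7, 64.1, 60.3 and 47.2). Levels of different probe sets cannot be compared, and the 75 genes were picked for being called higher. The marker test therefore cannot decide on host neurons. The median log2 difference, pEGFR Hi minus pEGFR Lo, of 10 oligodendrocyte and myelin markers above background was -0.085, above the limit of -0.5 set beforehand, but the quartiles, -0.78 and -0.014, lie on both sides of that limit, and the Percoll step removes myelin, so this test decides nothing. The list means of mature neuron, myelin and astrocyte markers differed by -0.40, -0.34 and -0.67 (adjusted p = 0.103, 0.369 and 0.244 from camera with an estimated correlation), and those of endothelial, pericyte and microglia markers by 0.0089, -0.11 and -0.11. The gate on ZsGreen would lower host cells in the sort. Differences such as that of Snap25 (adjusted p = 1.08e-06 from limma, with no overlap between the groups) still leave them open as a source. RNA of host neurons or of other host cells cannot be told apart from expression by the pEGFR Lo tumor cells themselves. The tumor line as the difference between the groups is a hypothesis that was not tested further.

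Neighbouring genes, in the gene order of GRCm38.p6, differed together, which the paper does not report. In 17 of 442 stretches of 30 consecutive genes above background, the 15 genes at every other position had a median log2 difference of at least 0.4 in size, and only 1 order, the real one, held as many when set beside 1000 shuffled ones (highest, 10), so a chance order of genes can be excluded. With 1 gene per family name and chromosome, 18 of 321 stretches passed, so probe sets shared within tandem families do not account for it. In 15 of the 17 stretches the interleaved genes, not used to pick them, had a median of the same sign and at least 0.2 in size, and a gain or loss of chromosome segments in a tumor line is a candidate explanation, open beside regional chromatin differences, which were not tested. By the median of all 30 genes, pEGFR Hi minus pEGFR Lo, the strongest lay from Capn6 to Mageh1 (-0.82) and from Pros1 to Map3k7cl (0.75). The stretches on both sides of Capn6 to Mageh1, Bex4 to Pak3 (-0.58) and Foxr2 to Pir (-0.54), were also higher in pEGFR Lo. Pros1 to Map3k7cl was followed by Bach1 to Itsn1 (0.59) and Atp5o to Mx1 (0.51), all higher in pEGFR Hi. Of these, Bach1 to Itsn1 did not pass the limit on the genes used to pick (median 0.37).

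Of 9 Y-linked protein-coding genes, which the paper does not discuss, 3 were higher in pEGFR Hi and 6 were not called. Of the uncalled genes, Zfy1, Zfy2, Usp9y and Srsy were below background in both groups and so cannot show whether the groups differ. Uba1y was near background (4.07 in pEGFR Hi and 4.23 in pEGFR Lo). Only Sry was clearly above background in both groups, at 6.06 in pEGFR Hi and 6.07 in pEGFR Lo. Whether its probe set detects Sry alone was not tested. The 3 called, Eif2s3y, Kdm5d and Uty, had means of 6.87, 6.19 and 5.23 in pEGFR Hi and of 2.27, 3.26 and 2.44, below background, in pEGFR Lo, with no overlap between the groups; Xist was below background in both (2.56 and 2.61).

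In 25 of 418 groups of 6 mice tested, a gene or list mean had 1 mouse apart from the others, and chance alone gives about 1 in 20. The mean of the neural stem and progenitor markers list was 8.05 in pEGFR Lo replicate 5 (8.00 to 8.02 in the other pEGFR Lo mice), the mean of the T cell and lymphocyte markers list was 3.26 in pEGFR Hi replicate 2 (3.34 to 3.37 in the other pEGFR Hi mice), and the mean of the ependymal and ciliated cell markers list was 3.83 in pEGFR Hi replicate 2 (3.94 to 3.96 in the other pEGFR Hi mice). Adam12 was 7.21 in pEGFR Hi replicate 3 (6.42 to 6.68 in the other pEGFR Hi mice), Aif1 was 3.67 in pEGFR Hi replicate 5 (3.34 to 3.46 in the other pEGFR Hi mice), and Brip1 was 6.89 in pEGFR Hi replicate 6 (7.20 to 7.39 in the other pEGFR Hi mice). Cdkn2a was 5.63 in pEGFR Lo replicate 3 (5.24 to 5.35 in the other pEGFR Lo mice), Cnp was 7.61 in pEGFR Lo replicate 3 (8.21 to 8.54 in the other pEGFR Lo mice), and Col6a5 was 8.93 in pEGFR Hi replicate 3 (7.84 to 8.10 in the other pEGFR Hi mice). Csf1r was 3.25 in pEGFR Hi replicate 2 (3.55 to 3.66 in the other pEGFR Hi mice), Dusp4 was 9.77 in pEGFR Lo replicate 6 (9.30 to 9.40 in the other pEGFR Lo mice), and Exo1 was 7.44 in pEGFR Hi replicate 6 (7.64 to 7.75 in the other pEGFR Hi mice). Hsph1 was 9.58 in pEGFR Hi replicate 4 (8.08 to 8.61 in the other pEGFR Hi mice), Itga5 was 6.62 in pEGFR Hi replicate 1 (6.90 to 6.97 in the other pEGFR Hi mice), and Jun was 10.19 in pEGFR Lo replicate 4 (9.92 to 10.01 in the other pEGFR Lo mice). Mapt was 5.50 in pEGFR Hi replicate 4 (4.48 to 4.84 in the other pEGFR Hi mice), Mcm4 was 9.08 in pEGFR Hi replicate 5 (9.20 to 9.26 in the other pEGFR Hi mice), and Ndrg1 was 6.65 in pEGFR Lo replicate 2 (5.26 to 5.76 in the other pEGFR Lo mice). Nkx2-2 was 4.23 in pEGFR Hi replicate 3 (4.67 to 4.81 in the other pEGFR Hi mice), Nkx2-2 was 6.73 in pEGFR Lo replicate 3 (7.24 to 7.48 in the other pEGFR Lo mice), and Nr2e1 was 7.95 in pEGFR Hi replicate 2 (7.43 to 7.58 in the other pEGFR Hi mice). Pfkfb3 was 7.87 in pEGFR Lo replicate 6 (8.17 to 8.29 in the other pEGFR Lo mice), Prom1 was 4.38 in pEGFR Lo replicate 6 (3.46 to 3.78 in the other pEGFR Lo mice), and Ptprc was 2.62 in pEGFR Lo replicate 1 (2.86 to 2.99 in the other pEGFR Lo mice). Vcan was 6.98 in pEGFR Hi replicate 4 (7.62 to 7.79 in the other pEGFR Hi mice). A test for 1 mouse apart cannot see a split of 3 mice against 3. In A2m, pEGFR Hi replicates 1, 3 and 5 were at 10.21 to 10.36 and replicates 2, 4 and 6 at 8.82 to 8.96. The same split was seen in Oas2 (7.29 to 7.96 against 6.13 to 6.39) and the interferon-stimulated list mean (8.65 to 9.15 against 8.24 to 8.40). These examples were picked after their values were seen. How many genes share the split, and its cause, were not tested.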

How the results depend on the processing

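The fit without pEGFR Lo replicates 3 and 6 was chosen after the data were seen, and all other alternatives were set beforehand. The counts of genes, the counts for each list at a claim and the fold of Fn1 stayed within 1.5 times their value under SAM, renormalization, centring, the filter on dim genes, the replicate block, the other variance models, array weights and the mean of probe sets, and when any 1 array was left out (774 to 846 genes higher in pEGFR Hi, 991 to 1031 lower, Fn1 5.59- to 6.34-fold). SAM called the same 795 and 1009 genes. By the adjusted p alone, 2933 genes were higher and 2574 lower, so the 2-fold limit removed most of them. SAM used the same limit on the same values, so this match is a weak check. With the replicate number as a block, 801 genes were higher and 1008 lower in pEGFR Hi; same-numbered arrays share only a number, since the correlations of their deviations were -0.14 to 0.10 and 1 of 6 pEGFR Hi arrays correlated best with its own number. Without pEGFR Lo replicates 3 and 6 the counts were 737 and 975. An adjusted p under 0.05 with no fold limit, which lets smaller differences pass, gave 3871 genes higher and 3314 lower; members higher in pEGFR Hi were then DNA replication 32, homologous recombination 24, cell cycle 66, pyrimidine metabolism 37, base excision repair 23, mismatch repair 18, nucleotide excision repair 23, purine metabolism 41, RIG-I-like receptor signaling 19, toll-like receptor signaling 30, neural stem and progenitor markers 8, and members lower were axon guidance 45, long-term depression 24, cell adhesion molecules 38, Wnt signaling 42, neuroactive ligand-receptor interaction 46, long-term potentiation 23, arrhythmogenic right ventricular cardiomyopathy 24, heparan sulfate biosynthesis 10, MAPK signaling 57, integrin subunits 9, proteoglycan core proteins 17, oligodendrocyte progenitor markers 20, astrocyte markers 9. With a correlation estimated from the data, the adjusted p of camera was above 0.05, and the cause was not tested, for pyrimidine metabolism (0.258), nucleotide excision repair (0.059), RIG-I-like receptor signaling (0.13), toll-like receptor signaling (0.0808), axon guidance (0.0505), neuroactive ligand-receptor interaction (0.13), chondroitin sulfate biosynthesis (0.0632), long-term potentiation (0.0632), arrhythmogenic right ventricular cardiomyopathy (0.13), heparan sulfate biosynthesis (0.13), proteoglycan core proteins (0.0698), astrocyte markers (0.244), interferon-stimulated genes (0.269). Fisher's exact test over genes above background alone gave an adjusted p of 0.0587 for heparan sulfate biosynthesis; fewer genes were then compared. Uncalled log2 differences near 0 changed sign when 1 array was left out for Nes (-0.027 to 0.12), Slc17a7 (-0.032 to 0.091), Sry (-0.044 to 0.037), Xist (-0.14 to 0.054), and under other settings for Slc17a7 (-0.011, quantile normalization), Sry (0.016, median centring), Aif1 (0.064, without pEGFR Lo replicates 3 and 6), Xist (0.060, without pEGFR Lo replicates 3 and 6), with the cause not tested; of the named genes called, Id1 and Cd44 lost the call in some fits. Signal over background limits the folds: a group at or under 4.10 gives only a bound.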

Differences from the paper's values

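For cell adhesion molecules the fold enrichment among genes higher in pEGFR Lo was 4.65, and the paper's value is about 2.5 in Fig. 2E, read by eye. Of the alternatives set before the data were examined, an adjusted p under 0.05 with no fold limit gave 2.24, within 1.5 times the paper's value at a looser limit than the paper's, and all others gave 4.46 to 4.87. The paper's enrichment comes from DAVID with the KEGG members and a background its text does not name, while the list used here leaves out MHC genes and was compared with all genes tested, so the values differ in what they are taken over. The other 19 of 20 pathways of Fig. 2E lay within 1.5 times the paper's fold enrichment, on the same terms, and in the direction the paper gives.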

Other observations

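Some gene groups outside the paper's pathways held genes called between the tumors. Of 32 matrix proteases and inhibitors, 9 were higher in pEGFR Lo, such as Mmp2 (10.6-fold), Adam12 (5.78-fold), Adam19 (3.99-fold) and the inhibitor Timp2 (6.8-fold), while the membrane protease Mmp14 (5.41-fold) and the urokinase receptor Plaur (3.02-fold) were higher in pEGFR Hi (Fisher's exact test toward pEGFR Lo, adjusted p = 1.16e-04; 0.0812 from camera with an estimated correlation). Of 25 mesenchymal glioma markers, 5 were higher in pEGFR Hi, among them Runx1 (5.76-fold), S100a10 (3.73-fold) and Emp1 (2.68-fold), and 1 was higher in pEGFR Lo (adjusted p = 0.00933 from Fisher's exact test; 0.386 from camera with an estimated correlation). Adjusted over each list alone, the larger counts were 9 and 5.

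Genes of EGFR signaling did not all move toward pEGFR Hi, the group with more EGFRvIII activity. Of 28 feedback genes and immediate targets of ERK, 6 were higher in pEGFR Lo, among them the phosphatase Dusp4 (2.31-fold) and the EGFR ligand Hbegf (2.54-fold), and 2 were higher in pEGFR Hi, with Egr2, also an immediate-early gene, at 4.33-fold (Fisher's exact test toward pEGFR Lo, adjusted p = 0.00882, against 0.119 from camera at the preset and 0.527 with an estimated correlation, and the list's median log2 difference was 0.0011). Of 23 STAT3 targets, 4 were higher in pEGFR Hi, among them Socs3 (2.76-fold) and Birc5 (2.62-fold), and 3 were higher in pEGFR Lo (Fisher's exact test, adjusted p = 0.0373, or 0.115 over genes above background alone; 0.0775 from camera at the preset and 0.395 with an estimated correlation). Of 22 EGFR family receptors and ligands, 2 were higher in pEGFR Hi, Erbb2 (5.06-fold) and Erbb4 (2.33-fold), and 1 was higher in pEGFR Lo (adjusted p = 0.487). The mouse Egfr probe set was at 7.88 ± 0.19 in pEGFR Hi and 8.17 ± 0.24 in pEGFR Lo (SD, n = 6 mice each; adjusted p = 0.063 from limma); which of the receptor's forms it detects is not known here.

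Genes that the paper measured by RT-qPCR or staining (Fig. 3) were also on the arrays of tumor cells from mice. For RT-qPCR the paper's methods name both cells from mouse brains and cultured tumorspheres. Which of these Fig. 3A used is not stated. Prom1 was at least 3.58-fold and Id1 2.03-fold higher in pEGFR Hi (adjusted p = 7.21e-09 and 3.59e-05 from limma), the direction the paper gives for RT-qPCR. Id1, near the limit of 2-fold, was not called in 5 of 12 fits that left out 1 array (0.96 to 0.99 on the log2 scale). The arrays left out in these fits, 1 at a time, were pEGFR Hi replicates 2, 3 and 5 and pEGFR Lo replicates 1 and 4. Tubb3 was 7.17-fold and Dlx2 2.39-fold higher in pEGFR Lo, also in the paper's direction. For Tubb3 the fold was much smaller than the one the paper reports by RT-qPCR. Olig2, which the paper found higher in pEGFR Lo by RT-qPCR, was not called. It was at 9.03 ± 0.17 in pEGFR Hi and 8.77 ± 0.18 in pEGFR Lo tumor cells (SD, n = 6 mice each, adjusted p = 0.0578 from limma). Gfap, whose protein the paper found in fewer pEGFR Hi than pEGFR Lo cells under differentiation conditions in culture, was at 9.81 ± 0.27 in pEGFR Hi and 8.38 ± 0.59 in pEGFR Lo (SD, n = 6 mice each; adjusted p = 8.61e-05 from limma) and higher in all 6 pEGFR Hi mice than in all pEGFR Lo mice. Nes (log2 difference 0.055, pEGFR Hi minus pEGFR Lo; adjusted p = 0.769 from limma) and Cdkn2a (-0.10; 0.408) were not called. Sox2 (0.51; 4.50e-04), Stat3 (0.43; 0.00156) and Tbk1 (0.50; 5.49e-04) were higher in all 6 pEGFR Hi mice than in all pEGFR Lo mice and passed the limit on adjusted p, but not that of 2-fold, as did Met (0.88; 0.00107), with both groups below background.

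MHC class II genes differed among the pEGFR Lo mice. The mean of 9 genes was 5.95 and 5.78 in pEGFR Lo replicates 3 and 6, 7.17, 7.50, 7.89 and 7.91 in pEGFR Lo replicates 1, 2, 4 and 5, and 6.96 to 7.47 in the pEGFR Hi mice; 0 were called with limma or SAM (1 higher and 0 lower in pEGFR Hi at an unadjusted p under 0.05). The same 2 arrays had the lowest means of MHC class I genes (7.44 and 7.39, against 8.67 to 9.20 in the other mice). Of 27 microglia and macrophage markers, 2 were higher and 1 was lower in pEGFR Hi, and of 17 T cell and lymphocyte markers none was called with limma or SAM (0 at an unadjusted p under 0.05).

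Of the remaining lists, 1 of 18 endothelial markers (Eng, 2.71-fold, with 2 called without pEGFR Lo replicate 4 and 2 without pEGFR Lo replicate 5) and 1 of 12 pericyte markers (Rgs5, at least 11.2-fold) were higher in pEGFR Lo, and 1 pericyte marker (Anpep, at least 2.38-fold) was higher in pEGFR Hi. Of 26 hypoxia genes, 1 (Ndrg1) was higher and 1 (Pfkfb3) lower in pEGFR Hi, and the list's mean ranged from 6.74 to 7.67 over the pEGFR Hi mice and from 6.90 to 7.41 over the pEGFR Lo mice. Of 21 p53 targets, 1 (Eda2r) was higher and 1 (Plk2) lower. None of 12 ependymal, 34 ribosomal or 12 housekeeping genes was called with limma or SAM (1, 9 and 5 higher and 4, 1 and 3 lower at an unadjusted p under 0.05), and the erythrocyte list, with 2 measured members of 9, is too short to read.

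Over the chromosome that carries Myc and Sox10, 545 genes above background had a median log2 difference of -0.27 (pEGFR Hi minus pEGFR Lo), and 73% of them were lower in pEGFR Hi; the medians of the other chromosomes lay between -0.12 and 0.20.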
